# Effect of Bodily Fluids from Honey Bee (*Apis mellifera*) Larvae on Growth and Genome-Wide Transcriptional Response of the Causal Agent of American Foulbrood Disease (*Paenibacillus larvae*)

**DOI:** 10.1371/journal.pone.0089175

**Published:** 2014-02-20

**Authors:** Lina De Smet, Dieter De Koker, Alyse K. Hawley, Leonard J. Foster, Paul De Vos, Dirk C. de Graaf

## Abstract

*Paenibacillus larvae*, the causal agent of American Foulbrood disease (AFB), affects honey bee health worldwide. The present study investigates the effect of bodily fluids from honey bee larvae on growth velocity and transcription for this Gram-positive, endospore-forming bacterium. It was observed that larval fluids accelerate the growth and lead to higher bacterial densities during stationary phase. The genome-wide transcriptional response of *in vitro* cultures of *P. larvae* to larval fluids was studied by microarray technology. Early responses of *P. larvae* to larval fluids are characterized by a general down-regulation of oligopeptide and sugar transporter genes, as well as by amino acid and carbohydrate metabolic genes, among others. Late responses are dominated by general down-regulation of sporulation genes and up-regulation of phage-related genes. A theoretical mechanism of carbon catabolite repression is discussed.

## Introduction

American Foulbrood (AFB) is a devastating brood disease affecting honey bee health worldwide [1]. The causal agent of AFB is the endospore-forming, Gram-positive bacterium *Paenibacillus larvae*. One-day-old bee larvae are most susceptible to infection [2], requiring less than ten orally ingested spores to establish a lethal infection [3]. After germination of ingested spores, vegetative *P. larvae* bacteria multiply within the gut lumen and subsequently breach the gut epithelium to reach the hemocoel [4]. Honey bee larvae are then degraded to brownish glue-like remains (ropy stage), which thereafter dries down to hard foulbrood scales containing approximately 2.5 billion spores [5].

In most countries AFB is a notifiable disease and major differences exist in imposed containment strategies. Until the late nineties, many countries followed an eradication procedure with destruction by burning. This drastic act seemed necessary for annihilation of the persistent and resistant spores [6], [7], until it was proven that large discrepancies exist between the number of outbreaks and the spread of spores [8]. Some countries allow administration of antibiotics. This practice, however, does not affect the infectious spore stage and leads to antibiotic resistance [9] and contamination in the honey [10]. More recently there is a tendency to control the disease by regular monitoring and elimination of symptomatic colonies. A fair amount of research focuses on alternative strategies [11], such as antagonistic bacteria [12], plant extracts [13], propolis [14], fatty acids [15], gamma radiation [16] and shook-swarm [17] treatments. The development of innovative treatment regimens will benefit from molecular knowledge on host-pathogen interactions during infection [18]. Such research is facilitated by the availability of the *P. larvae* genome sequence [19], [20] and it is within this conceptual framework that the present study was undertaken.

More specifically, this study investigates the growth velocity and genome-wide gene expression for *P. larvae*, by microarray technology, associated with *in vitro* exposure to bodily fluids from honey bee larvae. This approach was inspired by previous microarray studies reporting transcriptional changes for (pathogenic) bacteria in response to host material [21]–[23]. More precisely, microarray analysis was used to identify genes that were differentially expressed when potato extracts were added to the growth medium from *Pectobacterium atrosepticum* the causing agent of black leg disease in potato. Interestingly, some of the identified genes encoded virulence determinants.

Here we have examined (1) if honey bee larval bodily fluids could change *P. larvae* gene expression - e.g. overexpressing of genes encoding virulence factors - and (2) if these transcriptional changes correlated with altered *P. larvae* growth phenotypes.

## Materials and Methods

### Preparation of Honey Bee Larval Bodily Fluids

Larval bodily fluids were prepared by pooling third, fourth and fifth instars of the honey bee, *Apis mellifera carnica*, collected from the experimental beekeeping facility (Department of Physiology, Laboratory of Zoophysiology, University of Ghent, Belgium). Phenylthiourea (Hopkins & Williams Ltd) [100 µg per ml phosphate buffered saline (PBS, 20 mM KH_2_PO_4_, 60 mM Na_2_HPO_4_ and 145 mM NaCl, pH 7.2)], an inhibitor of phenoloxidase, was added immediately after squeezing the larvae to a final concentration of 10 µg/ml to prevent melanization. The homogenate was centrifuged twice for 30 min at 75,600×g and 4°C with an Avanti J30-I centrifuge (Beckman Coulter, Inc.). The clarified supernatant was filter sterilized with a 0.2 µm filter (Whatman) to render the bodily fluid for *P. larvae* culture spiking.

### *P. Larvae* Strain and Genotyping

*P. larvae* strain BRL-230010 was kindly provided by Dr. Queenie Chan (University of British Columbia, Canada). This was isolated from scales collected from a single severely diseased colony in Berkely, CA, USA. The strain was genotyped as described in [24].

### Effect of Larval Bodily Fluids on *P. Larvae* in vitro Growth

Throughout the experiments *P. larvae* strain BRL-230010 was routinely grown on brain heart infusion with thiamine (BHIT) broth at 37°C with agitation on an orbital shaker operating at 200 rpm [25]. Liquid bacterial cultures were started by inoculating BHIT broth with one *P. larvae* colony, grown for three days on BHIT agar at 37°C.

Examination of the potential (phenotypical) effect of host material on *P. larvae* growth (as a function of time) was first carried out by spiking bacterial cultures (in test tubes) at an OD_590_ of 0.2 with different concentrations of larval fluids. The same volume (1 ml) of different dilutions of larval bodily fluids was added to 1 ml culture to obtain respectively an 1/10, 1/25, 1/50, 1/100, 1/250 and 1/500 dilution. Each dilution was tested in triplicate. Addition of BHIT (with PTU in PBS) to liquid *P. larvae* cultures, instead of larval liquids, always served as a negative control. Addition of bodily fluids didn’t influence the absorbance at 590 nm.

Theoretical growth curves were modeled with DMFit [26]. Values for ‘rate’ and ‘yEnd’ were used as estimators for bacterial growth during exponential and stationary phase, respectively, and statistically analyzed with Kruskal-Wallis and Dunn’s test by GraphPad Prism (GraphPad Software, Inc.). The latter took only the comparisons for the 1/10 and 1/25 fluid dilution versus a control into account.

### Reference Gene Selection and Validation of Microarray Data by RT-qPCR

#### Growth and harvest of *P. larvae* cells

Reference gene stability was determined for 66 independent *P. larvae* 3 ml cultures (in test tubes), grown at the above-mentioned conditions, until they reached an OD_595_ of 0.2. At this density, 33 cultures were spiked with 4% (final concentration) larval bodily fluids (t, test) and 33 with BHIT broth (c, control). Eleven test cultures were further incubated for one hour (11×t1), eleven others for three hours (11×t3) and the remaining eleven for nine hours (11×t9). The same incubation regime was dictated to the control cultures (11×c1, 11×c3, 11×c9), thereby creating six different conditions (t1, t3, t9, c1, c3, c9). Bacterial cells were collected by centrifuging for 5 min at 8720×g and 4°C. The bacterial pellets were immediately resuspended in 650 µl RNA*later* Solution (Ambion). Aliquots (50 µl each) of these suspensions were incubated on ice for 30 min, centrifuged for 5 min at 6708×g and 4°C and stored at −20°C until RNA preparation.

#### RNA preparation

Prior to RNA extraction thawed aliquots were centrifuged for 2 min at 6708×g and 4°C. Bacterial pellets were resuspended by vortexing in 100 µl TE buffer (10 mM Tris-HCl, 1 mM EDTA, pH 8.0), containing lysozyme (15 mg/ml). The samples were incubated for 10 min at room temperature with constant shaking.

RNA was isolated with the InviTrap Spin Cell RNA Mini Kit (Invitek), using the protocol “Total RNA extraction from Gram-positive or Gram-negative bacteria” provided by the manufacturer. Additionally, an on-column DNase I treatment with the RNase-free DNase set (Qiagen) was performed. RNA was eluted in 40 µl elution buffer and stored at −20°C.

*cDNA synthesis*. RNA (5 µg) was converted to cDNA using random primers with the RevertAid First Strand cDNA Synthesis Kit (Fermentas), according to the manufacturer’s instructions.

#### Primer design and secondary structure formation of amplicon

Primers for nine candidate reference genes (Table S1 in File S1), with product size-ranges of 80 to 150 bp, were designed with Primer3Plus [27], using the default settings. Amplicon secondary structures were evaluated with MFold [28], using the default settings except for the folding temperature (60°C) and ionic concentrations ([Na^+^] = 50 mM, [Mg^2+^] = 3 mM).

#### RT-qPCR reaction mixture

For the RT-qPCR assay the reaction Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen) kit was used. Each 15 µl reaction consisted of 7.5 µl SYBR master mix, 0.2 µM forward and 0.2 µM reverse primers (Integrated DNA Technologies) and 1 µl cDNA template using the CFX96 Real-Time PCR Detection System (Bio-Rad). The PCR program comprises a UDG digestion step of 2 min at 50°C, an activation step of 2 min at 95°C and 40 cycles of a combined denaturation (20 sec at 95°C) and annealing (40 sec at 60°C) step. At the end of this program a melt curve is generated by measuring fluorescence after each temperature increase of 0.5°C for 5 sec over a range from 65°C to 95°C. Primer efficiencies, R^2^ values and melt curves were calculated with CFX Manager Software (Bio-Rad). Reference gene stability was analyzed with the geNorm^PLUS^ algorithm within the qBase^PLUS^ environment (Biogazelle NV). Default settings were kept, except that target specific amplification efficiencies were used. Differential gene expression of twenty target genes (Table S2 in File S1) was statistically assessed with qBase^PLUS^ [29], [30], by means of unpaired t-tests (T4–C4 and T4–T1) or Mann-Whitney U tests (T1–C1 and C4–C1).

### Sample Preparation for Microarray and Validation Experiment

#### Growth and harvest of *P. larvae* cells

Samples for the microarray and the validation (by RT-qPCR) experiment were prepared by growing 16 independent 20 ml *P. larvae* cultures in 250 ml Erlenmeyer flasks, under the above mentioned conditions. The conditions were slightly changed in comparison with previous experiments in order to obtain enough bacterial cells to perform the microarray and validation experiment. Eight cultures were spiked with 5% (final concentration) larval bodily fluids (T, test) and eight with BHIT broth (C, control) at OD_595_ of 0.3. Four of the test and control cultures were incubated for 1 h (4× T1, and 4× C1) and the others for 4 h (4× T4, 4× C4). The bacterial cells were collected as described for reference gene selection and stored at −80°C until RNA preparation.

An accessory evaluation of *P. larvae* growth promotion in response to larval fluids was executed by comparing OD_590_ measurements on all bacterial cultures subjected to microarray analysis (16 samples: 4× C1, 4× T1, 4× C4, 4× T4). Comparisons T1–C1 and T4–C4 were statistically evaluated with a Mann-Whitney U test (p-value threshold = 0.05), using GraphPad Prism (GraphPad Software, Inc.).

#### RNA preparation

Bacterial pellets were resuspended in 200 µl TE buffer (30 mM Tris-HCl, 1 mM EDTA, pH 8.0) with additional proteinase K (Qiagen; 1/10 dilution). RNA was isolated with the RNeasy Plus Mini Kit, using the protocol “Purification of Total RNA for Animal Cells” and performing the optional on-column DNase I treatment, according to the manufacturer’s instructions. The RNA pellet was dissolved in 30 µl RNase-free water and stored at −80°C until use.

### Microarray Study on *P. Larvae* Transcriptional Response to Bee Bodily Fluids

#### Microarray experimental procedures

A custom 8×15 k Agilent array for *P. larvae* was developed with Agilent eArray software. RNA concentration and purity were determined spectrophotometrically using the Nanodrop ND-1000 (Nanodrop Technologies) and RNA integrity was assessed using a Bioanalyser 2100 (Agilent). For each sample, 5 µg of total RNA, spiked with 10 viral polyA transcript controls (Agilent), was converted to single stranded cDNA. The sample was subsequently labeled with Cyanine 3 (Cy3) mono-reactive dye or Cyanine 5 (Cy5) mono-reactive dye (GE Healthcare) according to the manufacturer’s protocol (two-color microarray-based prokaryote analysis (Fairplay III labeling) - Agilent). A mixture of purified and labeled cDNA (Cy3 label: 300 ng; Cy5 label: 300 ng) was hybridised followed by (manual) washing, according to the manufacturer’s procedures. To assess the raw probe signal intensities, arrays were scanned using the Agilent DNA MicroArray Scanner with SureScan High-Resolution Technology and probe signals were quantified using Agilent’s Feature Extraction software (version 10.7.3.1). The microarray data were deposited in the NCBI Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession numbers GPL15243 (microarray including detailed annotation) and GSE37481.

#### Microarray data quality control and statistical analysis

Statistical data analysis was performed on the processed Cy3 and Cy5 intensities, as provided by the Feature Extraction Software version 10.7. Further analysis was performed in the R programming environment, in conjunction with the packages developed within the Bioconductor project (http://www.bioconductor.org; [31]. Differential expression between the conditions was assessed via the moderated t-statistic, described in Smyth, G. [32] and implemented in the Limma package of Bioconductor. This moderated t-statistic applies an empirical Bayesian strategy to compute the gene-wise residual standard deviations and thereby increases the power of the test, especially beneficial for smaller data sets. To control the false discovery rate, multiple testing correction was performed [33] and a significant result was defined where any probe had a corrected p-value below 0.05 and an absolute fold change larger than 2. As all probes had 3 or 4 replicates on the array, only those probes were retained that were called differentially expressed in 2 out of 3 or 3 out of 4. Genes were considered as (significantly) differentially expressed if (1) their BH-corrected p-value fell below 0.05, (2) their fold changes were at least 2 and (3) if at least 75% of the different probes for a same gene met the first two criteria.

### Microarray Data Functional Analysis

*P. larvae* genes were functionally annotated (already before qPCR validation) with Blast2GO [34], stand-alone BLAST [20] and KAAS (KEGG Automatic Annotation Server) [35] plus KEGG Mapper [36]. Putative transporter genes were also annotated with TransporterDB [37], putative transcription regulator genes with DBD [38] and RegPrecise [39] and putative proteolytic enzymes with MEROPS [40], [41]. COG functional categories were assigned with COGNITOR and stand-alone PSI-BLAST using the COG database [42]. After GO term annotation, an enrichment analysis (two-tailed Fisher’s exact test with default settings) within the Blast2GO environment was undertaken to compare different conditions.

#### Annotation and pathway pipeline

The annotation and pathway pipeline employed here finds ORFs with Prodigal [43], annotates genes with blastp against KEGG [44], COG [42], Metacyc [45] and RefSeq [46] and makes a Pathway Genome Database (PGDB) with Pathway Tools [47].

## Results

### Honey Bee Larval Bodily Fluid Stimulates in vitro Growth of *P. Larvae*

The *P. larvae* strain BRL 230010 was genotypes via REP-PCR using ERIC primers and could be assigned to ERIC I. We studied the effect of larval bodily fluids on *P. larvae* gene expression by *in vitro* exposure of bacterial cultures to larval fluids. We could show treatment-induced bacterial growth shifts (Figure 1). Merely considering the two highest fluid concentrations (in the *post hoc* analysis; 1/10 and 1/25 dilutions), both seem to significantly (p<0.05) promote *in vitro* growth of *P. larvae* cultures, in comparison to control cultures. In addition (significantly) higher bacterial densities are observed as a result of larval fluid treatment (Figure 2). Thus, it is now reasonable to assume that these bacterial growth shifts reflect the phenotypic response to altered transcription and so the subsequent microarray experiment was be performed using 5% larval fluids.

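The microarray experiment used 16 independent *P. larvae* cultures in 4 groups of 4. T1 and T4 were collected 1 h and 4 h after spiking with 5% larval bodily fluids, and C1 and C4 are the control cultures collected 1 h and 4 h after spiking with BHIT broth. For the moment of spiking, the paper gives an OD_595_ of 0.3, while the sample labels give an OD_590_ of 0.3. The RNA of each culture was labelled once with Cy5 and once with Cy3, and both labellings were hybridised to different arrays. The 16 arrays therefore hold 32 labelled channels, 8 for each group. They form 4 loops of 4 arrays, each with 1 culture of every group, and each of the 2 slides holds 2 loops. Each custom Agilent array has 15208 spots for 13960 probes, besides 536 control spots. The probes belong to 3490 open reading frames (ORFs), with 4 different probes for each ORF. On the deposited arrays, 12712 probes have 1 spot and 1248 probes have 2 spots. The authors deposited the scanner output of each array, quantified with Feature Extraction version 10.7.3.1. Its processed Cy3 and Cy5 signals are intensities after background subtraction and dye normalization within the array, and the values given here start from these signals, on which the paper also based its statistics. The median spot signal was between 114 and 228 times the background in the Cy3 channels and between 26.9 and 51.7 times the background in the Cy5 channels. Between 94.1% and 99.8% of the spots of a channel were well above background, with a median of 97.9%, and 0 spots were saturated. The scanner software had marked 16.0% of the spots as non-uniform, between 1132 and 3742 on each array, and these were left out. The signals were transformed to log2 and normalized between arrays with the Aquantile method of limma, which gives every array the same distribution of average intensities. They were then averaged over the spots of a probe and over both labellings, so that each culture counts once. After leaving out dim probes, 13260 probes of 3469 genes were tested. A tested probe was well above background in both labellings of at least 4 cultures and had a value in every group. Differential expression was assessed with the moderated statistic of limma in 1 fit of all 16 cultures, with Benjamini-Hochberg adjustment over all probes of a comparison. This fit pools the spread over the 4 groups, so the error of a comparison also holds the spread of the groups outside it. By the share of 75% of the different probes that the paper requires, a gene was called where at least 75% of its tested probes had an adjusted p-value below 0.05 and a fold change of at least 2. The log2 fold change, standard error (SE) and adjusted p-value of a single gene come from the same fit on the mean of its tested probes, adjusted over all genes. The number of arrays limits the precision of all these values.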

**Figure 1:**
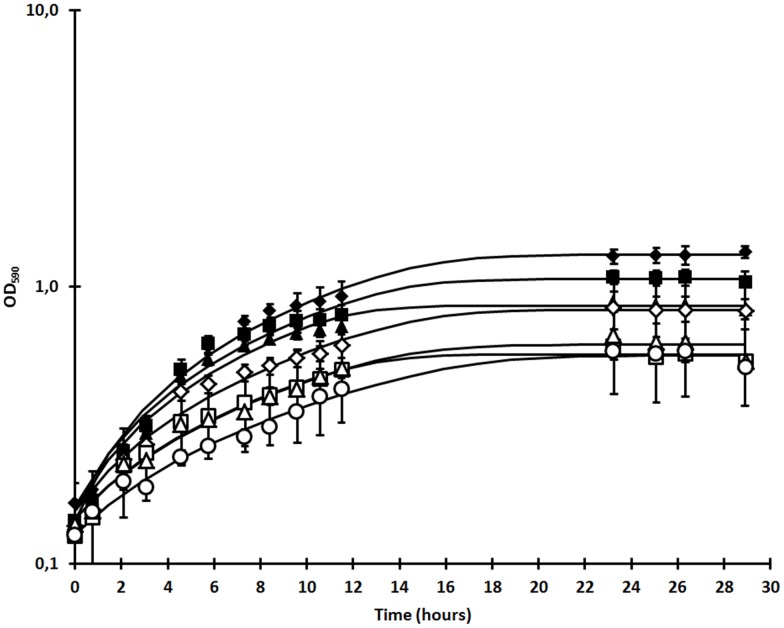
Effect of honey bee larval bodily fluid on *Paenibacillus larvae* growth. Effect of different concentrations of honey bee larval bodily fluid on the *in vitro* growth of *P. larvae* bacterial cells, expressed as the optical density measured at a wavelength of 590 nm (OD_590_) in function of time (hours). Growth alterations were determined for six bodily fluid concentrations, expressed as the fold dilution in BHIT broth cultures: 10× dilution (♦), 25× dilution (▪), 50× dilution (▴), 100× dilution (⋄), 250× dilution (□), 500× dilution (▵), control (○). Each point in the graph displays the mean of three independent replicates, with the error bars being the standard deviations. Time 0 represents the time of spiking. Trend lines are calculated with DMfit. No OD measurements were performed during lag phase.

**Figure 2:**
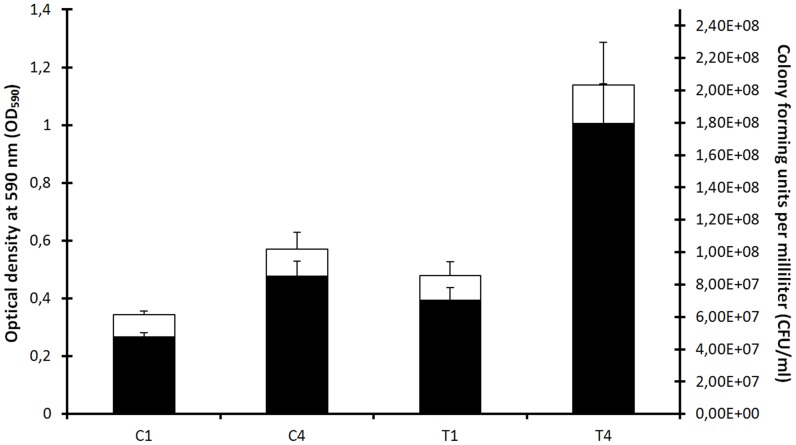
Effect of honey bee larval bodily fluid on *Paenibacillus larvae* bacterial density. OD590 (white bars) and CFU/ml (black bars) for T1, C1, T4 and C4. T1 (n = 12): test sample collected one hour after spiking with 5% larval fluids. T4 (n = 12): test sample collected four hours after spiking with 5% larval fluids. C1 (n = 11): control sample collected one hour after spiking with BHIT-broth. C4 (n = 12): control sample collected four hours after spiking with BHIT-broth. Between brackets (n): number of independent replicates. Error bars: standard deviations.

### Reference Gene Selection for Normalization of RT-qPCR Data

The reliability of the data of the microarray experiment was checked with RT-qPCR. To correct for experimental error qPCR data require normalization against reference genes [48]. To this end, 9 reference genes were selected (Table S1 in File S1) and their expression in *P. larvae* was quantified for six different *in vitro* growth conditions: one, three or nine hours after spiking with larval bodily fluid (test) or BHIT broth (control). Arranging the genes from most to least stably expressed across all conditions, produced the following ranking (Figure S1A in File S1): rpoD (0.631)<gyrA (0.634)<cmk (0.656)<sucB (0.694)<eftu (0.848)<fum (0.944) <purH (1.03)<adk (1.116)<gapdh (1.195). Between brackets the geNorm M-value, assessing gene stability, is indicated. Another measure, the geNorm V-value, is useful for determining the optimal number of reference genes for data normalization (Figure S1B in File S1): V2/3 (0.214) – V3/4 (0.157) – V4/5 (0.200) – V5/6 (0.166) – V6/7 (0.155) – V7/8 (0.151) – V8/9 (0.141). Setting the threshold to 0.15, all tested genes except *gapdh* should be included in the calculation of the normalization factors [30].

### Validation of Microarray Data by RT-qPCR

Microarray validation by RT-qPCR was performed with twenty randomly picked genes, belonging to different functional groups (Table S2 in File S1). Expression profiles obtained in the RT-qPCR experiment were similar in comparison to those of the microarray experiment, for all of the twenty genes in all of the four conditions (Figure S2 in File S1 and Figure S3 in File S1; Table S3 in File S1 and Table S4 in File S1).

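In the array files used here the probes are listed by ORF, without gene names. The annotation that the authors deposited with the array platform was not among these files. The genes of the RT-qPCR experiment were therefore found by matching the primer sequences of Tables S1 to S4 to the probe sequences. The matches of *adh*, *cysW* and *entA* rest on primers as spelled in Tables S3 and S4, since Table S2 spells 1 primer of each differently. Of the 20 target genes, 10 matched 1 ORF each, namely *adh*, *cidA*, *clpP*, *cysW*, *entA*, *ptk*, *srf*, *tbl*, *tre* and *tru*. The match covered a whole primer for 9 of them and 14 bases of a primer for *cysW*. When each of the 68 different primer sequences was shuffled 20 times, 3 matches arose over all shuffles. The 10 other target genes are not analysed here. The array log2 fold changes of the 10 matched genes were compared with the RT-qPCR fold changes that the paper reports in Table S3 and Table S4. Both had the same direction for 9 genes in T1–C1, 9 in T4–C4, 9 in T4–T1 and 8 in C4–C1, which makes 35 of 40 values. The 5 others are array changes that were not past the threshold in limma. They are *entA* in T1–C1 (log2 fold change 0.43, adjusted p = 0.767), *tru* in T4–C4 (0.16, adjusted p = 0.625), *ptk* in T4–T1 (-0.0057, adjusted p = 0.995), *cysW* in C4–C1 (0.18, adjusted p = 0.895) and *tru* in C4–C1 (0.01, adjusted p = 0.989). Across the 10 genes, Pearson's r between array and RT-qPCR was 0.991 in T1–C1, 0.984 in T4–C4, 0.991 in T4–T1 and 0.979 in C4–C1. Spearman's rho was 0.997, 0.9605, 0.988 and 0.939 in the same order. Genes are not independent replicates, so these correlations describe the list of genes. Each was tested two-sided with 100000 permutations. The p-value of r was 1e-05, the smallest these permutations can give, in the first 3 comparisons and 1.2e-04 in C4–C1 (1.33e-05 and 1.2e-04 after Benjamini-Hochberg adjustment over the 4 comparisons). The permutation p-values of rho were 1e-05, 1.1e-04, 2e-05 and 3.3e-04, and after adjustment 4e-05, 1.47e-04, 4e-05 and 3.3e-04. Without the 2 genes with the RT-qPCR change farthest from the median, r was 0.963, 0.961, 0.997 and 0.899. Within slide 1, r was 0.964, 0.957, 0.945 and 0.924, and on slide 2 alone it was 0.949, 0.995, 0.994 and 0.958. The array change was smaller than the RT-qPCR change in 27 of the 40 values.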

### General Overview of Differential Gene Expression as Revealed by Microarray Analysis

Depicting the microarray data as a heatmap analysis allowed us to correlate the corrected Cy3 and Cy5 dye intensities showed separate clusters for all eight samples (four replicates, each labeled with both Cy3 and Cy5) of C1, T1 and C4 respectively, and for six of the eight samples of T4 (not shown). 

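The log2 signals of the 32 channels were correlated over the 3206 genes with a value in every channel, and the channels were clustered by average linkage on 1 minus Pearson's r. Divided into 5 clusters, the 8 channels of C1, the 8 of T1, the 8 of C4 and 6 of the 8 channels of T4 each formed a cluster of their own. The remaining 2 channels, both from T4 culture 6, formed the fifth cluster. With 4 clusters, the C1 and C4 channels were joined, and with 3 clusters the channels of T4 culture 6 were joined to those of the other T4 cultures. Both labellings of a culture, which were on different arrays, correlated with an r between 0.987 and 0.995. A clustering of this kind gives no p-value.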

In order not to corrupt true biological patterns, one of the four samples for T4, clustering together with C1, was omitted from further analysis. 

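The paper does not name the omitted T4 culture. All 4 T4 cultures are therefore kept in the values given here, against 3 in the paper. Over the 3385 genes with a value in every culture, T4 culture 6 had a mean r of 0.956 with the C1 cultures, 0.943 with the other T4 cultures, 0.937 with T1 and 0.925 with C4. It was the only culture of the 16 with a higher mean correlation with another group than with its own. With each of the other cultures left out in turn, its r with C1 minus that with the other T4 cultures, 0.0133, stayed between 0.00823 and 0.0187. T4 cultures 27, 30 and 57 correlated with the T4 cultures at 0.968, 0.969 and 0.956, and with the C1 cultures at 0.939, 0.937 and 0.923. Without T4 culture 6, 216 genes were up-regulated and 233 down-regulated in T4–C4, and 319 and 247 in T4–T1. Of the 412 genes called in T4–C4 with all 4 cultures, 367 remained, 45 were lost and 82 were gained. In T4–T1, 425 of 459 remained, 34 were lost and 141 were gained.

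**Figure D1:**
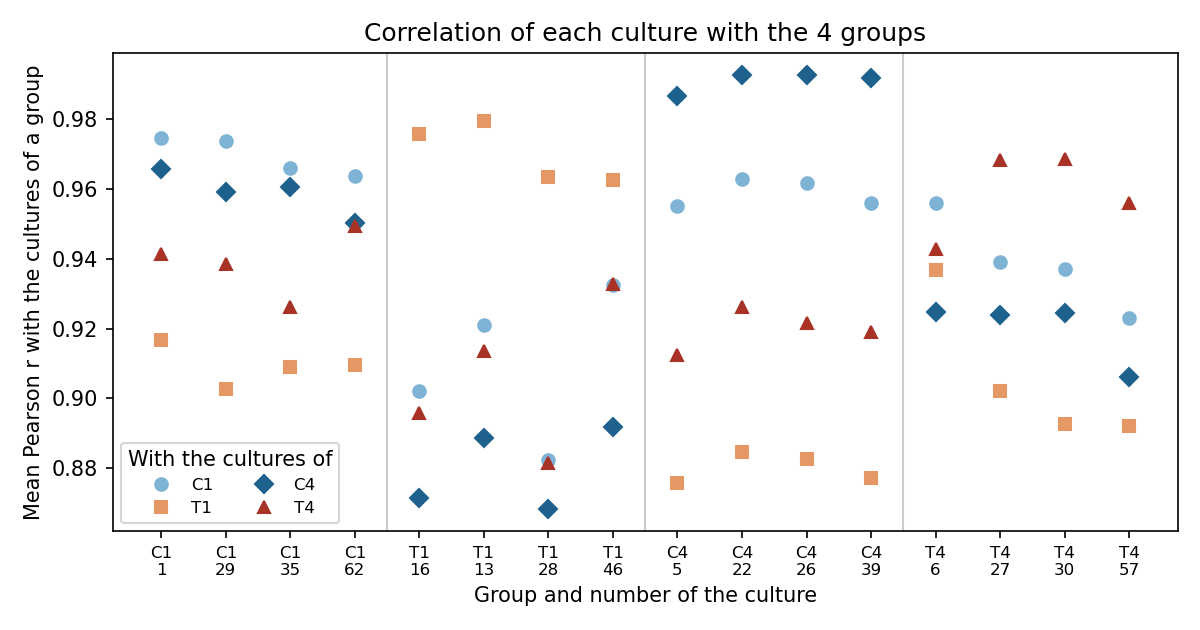
Mean Pearson r of each of the 16 cultures (horizontal axis, by group and number of the culture) with the cultures of each group (vertical axis, symbols by group, the culture itself left out of its own group). T4 culture 6 has its highest mean r with C1 (0.956), and the 15 others have theirs with their own group.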

Table 1 shows the total number up- and down-regulated genes for each of the four comparisons (T4–C4, T1–C1, T4–T1, C4–C1). 

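By all criteria of Table 1, and with all 16 cultures, 154 genes were up-regulated and 262 down-regulated in T1–C1. The numbers were 189 and 223 in T4–C4, 275 and 184 in T4–T1, and 86 and 46 in C4–C1. By p-value and fold change of the gene mean, without the share of probes, 186 genes were up-regulated and 285 down-regulated in T1–C1, 218 and 247 in T4–C4, 331 and 210 in T4–T1, and 103 and 63 in C4–C1. By p-value alone they were 569 and 523, 466 and 444, 565 and 661, and 155 and 112 in the same order. The median fold change of the called genes lay between 2.42 for the up-regulated genes of T1–C1 and 3.37 for those of T4–C4. Changes of more than 10-fold were found for 15 up-regulated and 44 down-regulated genes in T1–C1, 19 and 10 in T4–C4, 35 and 12 in T4–T1, and 1 and 0 in C4–C1. In T1–C1, 28.3% of the tested genes had all 4 cultures of one group above all 4 of the other, against 2.86% by chance. This share was 34.0% in T4–C4, 25.6% in T4–T1 and 21.4% in C4–C1. The ORF with the largest increase in T1–C1 was Seq130_orf00037_5.22, with a log2 fold change of 7.25 (SE 0.65, adjusted p = 9.40e-07), and the largest decrease was that of Seq195_orf00016_3.64, with -6.05 (SE 0.78, adjusted p = 4.63e-05). In T4–C4 they were Seq2_orf00061_5.34 with 7.18 (SE 0.37, adjusted p = 6.00e-09) and Seq86_orf00067_6.28 with -4.39 (SE 0.62, adjusted p = 1.04e-04). In each case all cultures of one group lay outside the range of the other. The mean log2 signal of Seq2_orf00061_5.34 was only 3.63 in C4, and that of Seq86_orf00067_6.28 only 4.83 in T4. Such dim signals limit how well the size of these 2 changes is known. On slide 2 alone the change of Seq86_orf00067_6.28, with -4.96, was not past the threshold (adjusted p = 0.0808). With each culture left out in turn, the number of up-regulated genes in T1–C1 was between 114 and 191 and that of down-regulated genes between 220 and 287. In C4–C1, where 46 genes were down-regulated, this number was 21 without C1 culture 62, and 25, 28 and 23 without C4 culture 5, 26 or 39. Slide 1 alone, with 2 cultures of each group, called 368 genes in T1–C1, 333 in T4–C4, 249 in T4–T1 and 90 in C4–C1, and slide 2 alone called 79, 70, 232 and 0. In C4–C1 on slide 2, 348 of 3449 genes had an unadjusted p-value of limma below 0.05. Of the genes called on slide 1, 302, 301, 223 and 65 were also called with all 16 cultures, and of those on slide 2, 77, 59, 189 and 0.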

The three selection criteria were p-value <0.05, fold change ≥2 and at least 75% of the different, hybridized probes for the same gene shows differential expression for a particular comparison.

**Table 1:** General overview of the microarray experiment, showing the total number of up- and down-regulated genes, for three selection criteria (columns) and four comparisons (rows).

	up-regulated			down-regulated		
	P<0.05 |FC| ≥2 Hyb ≥75%	P<0.05 |FC| ≥2	P<0.05	P<0.05 |FC| ≥2 Hyb ≥75%	P<0.05 |FC| ≥2	P<0.05
**T4–C4**	201	224	434	248	266	571
**T1–C1**	147	172	686	310	321	641
**T4–T1**	373	386	663	243	261	769
**C4–C1**	136	138	257	87	92	204

T1: test sample collected one hour after spiking with larval bodily fluid. T4: test sample collected four hours after spiking with larval bodily fluid. C1: control sample collected one hour after spiking with BHIT broth. C4: control sample collected four hours after spiking with BHIT broth. P: p-value. FC: fold change. Hyb: at least 75% of the different, hybridized probes for the same gene shows differential expression for a particular comparison.

### General Biological Patterns from Microarray Data by GO Term Assignment and Enrichment

At first GO terms were assigned to the *P. larvae* gene sequences. Using Blast2GO with Gene Ontology (GO) terms describing cellular component, biological process or molecular function, 2050 of the 3490 (unique) predicted genes within the *P. larvae* genome were assigned to at least one GO category. Subsequently GO term enrichment analysis identified (significantly) over- or underrepresented GO terms for the differentially expressed genes for each of the four comparisons (Table 2, Table 3, Table S5 in File S1 and Table S6 in File S1). The annotation and pathway pipeline annotated 10/147, 15/210, 9/136 and 45/373 of the up-regulated and 34/310, 19/248, 7/87 and 14/243 of the down-regulated genes for T1–C1, T4–C4, C4–C1 and T4–T1 (Table 4, Table 5, Table S7 in File S1 and Table S8 in File S1).

**Table 2:** GO-enrichment analysis for comparison T1–C1, showing the most specific over- and under-represented biological process GO-terms for both up- and down-regulation.

Biological process	GO number	NS	FE	P-value
**Up-regulation**				
**Over-representation**				
Electron transport chain	GO:0022900	6	13.49	3.70E-05
Nitrate assimilation	GO:0042128	3	∞	6.90E-05
**Down-regulation**				
**Over-representation**				
Benzoate metabolic process	GO:0018874	6	12.73	2.10E-04
β-alanine metabolic process	GO:0019482	5	14.09	5.90E-04
Carbohydrate catabolic process	GO:0016052	15	3.18	5.50E-04
Carboxylic acid biosynthetic process	GO:0046394	27	2.11	1.70E-03
Electron transport	GO:0006118	13	3.03	1.70E-03
Inositol metabolic process	GO:0006020	6	6.35	2.10E-03
Limonene catabolic process	GO:0046251	5	∞	1.40E-05
Lysine catabolic process	GO:0006554	5	∞	1.40E-05
Mitochondrial electron transport, NADH to ubiquinone	GO:0006120	5	∞	1.40E-05
Oligopeptide transport	GO:0006857	4	∞	1.30E-04
PEP-dependent sugar PTS	GO:0009401	9	5.13	5.10E-04
Photosynthesis, light reaction	GO:0019684	5	∞	1.40E-05
Reductive tricarboxylic acid cycle	GO:0019643	6	6.35	2.10E-03
Sodium ion transport	GO:0006814	7	11.93	7.60E-05
Sulfate transport	GO:0008272	3	∞	1.20E-03
Sulfur amino acid metabolic process	GO:0000096	10	3.56	2.20E-03
Ubiquinone biosynthetic process	GO:0006744	5	21.15	2.40E-04
**Under-representation**				
DNA metabolic process	GO:0006259	0	0	1.80E-08
RNA metabolic process	GO:0016070	8	0.34	1.20E-03
Translation	GO:0006412	0	0	4.00E-05

NS: number of differentially expressed genes, annotated with a particular GO-term. FE: fold enrichment (>1: over-represented GO terms; <1: under-represented GO terms; 0: zero genes in the test group, annotated with a particular GO term; ∞: zero genes in the reference group, annotated with a particular GO term). FE for a particular GO term is calculated as follows: (number of genes with GO term in test group/number of genes with GO term in reference group)/(number of genes without GO term in test group/number of genes without GO term in reference group). P-value: significance measure (cut-off: 0.05) as calculated by Blast2GO during enrichment analysis.

**Table 3:** GO-enrichment analysis for comparison T4–C4, showing the most specific over- and under-represented biological process GO-terms for both up- and down-regulation.

Biological process	GO number	NS	FE	P-value
**Up-regulation**				
**Over-representation**				
Biotin biosynthetic process	GO:0009102	4	∞	6.00E-06
Electron transport chain	GO:0022900	6	10.89	1.10E-04
Glyoxylate cycle	GO:0006097	3	∞	1.20E-04
Nitrate assimilation	GO:0042128	3	∞	1.20E-04
Pyrimidine nucleotide biosynthetic process	GO:0006221	5	10.99	4.00E-04
Reductive tricarboxylic acid cycle	GO:0019643	5	10.99	4.00E-04
**Under-representation**				
Cellular macromolecule metabolic process	GO:0044260	9	0.26	8.90E-06
Nucleic acid metabolic process	GO:0090304	8	0.33	8.70E-04
**Over-representation**				
Benzoate metabolic process	GO:0018874	5	14.34	2.50E-04
β-alanine metabolic process	GO:0019482	4	14.24	1.10E-03
High-affinity iron ion transport	GO:0006827	4	∞	2.00E-05
Isoleucine catabolic process	GO:0006550	5	11.94	4.30E-04
Leucine catabolic process	GO:0006552	5	11.94	4.30E-04
Limonene catabolic process	GO:0046251	4	57.04	9.30E-05
Lysine catabolic process	GO:0006554	4	57.04	9.30E-05
Oligopeptide transport	GO:0006857	3	42.47	1.10E-03
Potassium ion transport	GO:0006813	5	35.90	2.40E-05
Siderophore biosynthetic process	GO:0019290	4	∞	2.00E-05
Sporulation resulting in formation of a cellular spore	GO:0030435	7	12.72	2.20E-05
Sulfate transport	GO:0008272	3	∞	3.00E-04
Valine catabolic process	GO:0006574	5	11.94	4.30E-04
**Under-representation**				
Cellular macromolecule metabolic process	GO:0044260	18	0.40	1.30E-04
Nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	GO:0006139	20	0.47	1.60E-03

NS, FE, P-value: see Table 2.

**Table 4:** Annotation and pathway analysis for both up- and down-regulated genes for T1–C1.

Pathway	ID	#
**Up-regulation**		
Alkylnitronates degradation	PWY-723	3/4
Arginine degradation III	PWY0-823	1/2
Arginine dependent acid resistance	PWY0-1299	1/1
Asparagine degradation I	ASPARAGINE-DEG1-PWY	1/1
Demethylmenaquinol-8 biosynthesis I	PWY-5852	1/1
Leucine biosynthesis	LEUSYN-PWY	1/7
Pyruvate fermentation to ethanol I	PWY-5480	1/4
Reductive monocarboxylic acid cycle	PWY-5493	1/3
Tetrapyrrole biosynthesis I	PWY-5188	1/7
Trehalose degradation I	TREDEGLOW-PWY	1/4
**Down-regulation**		
5-dehydro-4-deoxy-D-glucuronate degradation	PWY-6507	2/4
Acetate conversion to acetyl-CoA	PWY0-1313	1/1
Acetyl-CoA biosynthesis	PYRUVDEHYD-PWY	3/9
Adenine and adenosine salvage IV	PWY-6610	1/5
Arginine degradation VI	ARG-PRO-PWY	1/4
Arginine degradation VII	ARG-GLU-PWY	2/2
Aspartate degradation II	MALATE-ASPARTATE-SHUTTLE-PWY	1/2
Branched-chain alpha-keto acid dehydrogenase complex	PWY-5046	1/6
Citrulline biosynthesis	CITRULBIO-PWY	2/9
Cysteine biosynthesis I	CYSTSYN-PWY	2/5
DIMBOA-glucoside degradation	PWY-4441	1/1
dTDP-L-rhamnose biosynthesis I	DTDPRHAMSYN-PWY	2/7
Ethanol degradation II	PWY66-21	1/4
Ethanol degradation IV	PWY66-162	2/4
Glutamate biosynthesis I	GLUTSYN-PWY	1/1
Glutamate biosynthesis IV	GLUGLNSYN-PWY	1/1
Glutamine degradation II	GLUTAMINEFUM-PWY	1/1
Glycine betaine biosynthesis II	PWY-3722	1/2
Glycine cleavage complex	GLYCLEAV-PWY	1/6
Guanine and guanosine salvage I	PWY-6620	1/4
Lysine biosynthesis III	PWY-2942	1/7
Lysine biosynthesis VI	PWY-5097	3/9
Methionine biosynthesis I	HOMOSER-METSYN-PWY	1/7
NADH to cytochrome bd oxidase electron transfer	PWY0-1334	10/11
Ornithine degradation I	ORN-AMINOPENTANOATE-CAT-PWY	1/1
Selenocysteine biosynthesis I	PWY0-901	1/4
Superoxide radicals degradation	DETOX1-PWY	1/4
Xanthine and xanthosine salvage	SALVPURINE2-PWY	1/3

ID: MetaCyc identifier. #: number of up- or down-regulated genes annotated with a particular pathway in relation to the number of genes annotated with that pathway.

**Table 5:** Annotation and pathway analysis for both up- and down-regulated genes for T4-C4.

Pathway	ID	
**Up-regulation**		
Alkylnitronates degradation	PWY-723	3/4
Aspartate degradation II	MALATE-ASPARTATE-SHUTTLE-PWY	1/2
Biotin biosynthesis from 7-keto-8-aminopelargonate	PWY0-1507	4/4
Cadmium transport I	PWY-6213	1/2
Folate polyglutamylation	PWY-2161	1/3
Formate oxidation to CO2	PWY-1881	1/1
Glutamate biosynthesis I	GLUTSYN-PWY	1/1
Glutamate biosynthesis IV	GLUGLNSYN-PWY	1/1
Glutamine degradation II	GLUTAMINEFUM-PWY	1/1
Glycine biosynthesis I	GLYSYN-PWY	1/1
Pentose phosphate pathway (non-oxidative branch)	NONOXIPENT-PWY	1/5
Pyruvate fermentation to ethanol I	PWY-5480	1/4
Pyruvate fermentation to ethanol III	PWY-6587	1/5
Reductive monocarboxylic acid cycle	PWY-5493	2/3
**Down-regulation**		
2,3-dihydroxybenzoate biosynthesis	PWY-5901	3/3
Acetyl-CoA biosynthesis	PYRUVDEHYD-PWY	3/9
Adenine and adenosine salvage IV	PWY-6610	1/5
Branched-chain alpha-keto acid dehydrogenase complex	PWY-5046	1/6
Citrulline biosynthesis	CITRULBIO-PWY	1/9
Ethanol degradation IV	PWY66-162	1/4
Glycine cleavage complex	GLYCLEAV-PWY	1/6
Glycogen biosynthesis I	GLYCOGENSYNTH-PWY	5/7
Guanine and guanosine salvage I	PWY-6620	1/4
Isoleucine biosynthesis I	ILEUSYN-PWY	1/11
Leucine biosynthesis	LEUSYN-PWY	1/7
Methylthiopropionate biosynthesis	PWY-5389	1/1
NADH to cytochrome bd oxidase electron transfer	PWY0-1334	3/11
Starch biosynthesis	PWY-622	5/9
Superoxide radicals degradation	DETOX1-PWY	1/4
Valine biosynthesis	VALSYN-PWY	1/7
Xanthine and xanthosine salvage	SALVPURINE2-PWY	1/3

ID: MetaCyc identifier. #: number of up- or down-regulated genes annotated with a particular pathway in relation to the number of genes annotated with that pathway.

The differently expressed transporter and metabolic genes are represented in stacked percentage bar chart in Figure 3 and Figure 4 for T4-C4 and T1-C1 and Figure S4 in File S1 and Figure S5 in File S1 for T4-T1 and C4-C1 General trends in biological processes are also graphically depicted, according to the COG (Clusters of Orthologous Groups) functional classification (Figure 5 and Figure S6 in File S1).

**Figure 3:**
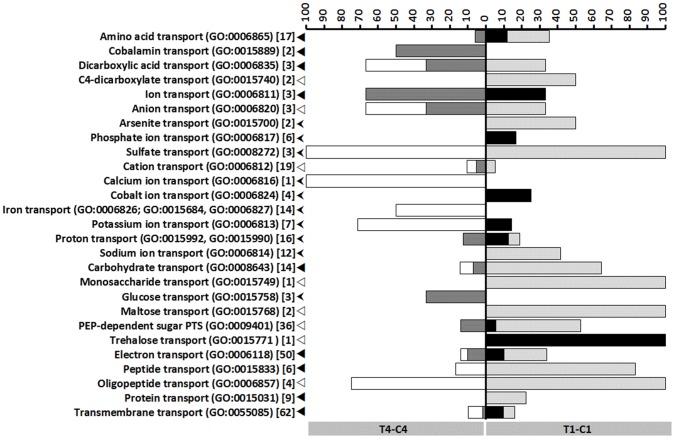
Differential expression of transporter encoding genes. Stacked percentage bar chart, showing the numbers of up- and down-regulated (putative) transporter encoding genes for T4-C4 (left) and T1-C1 (right), respectively, relative to the total numbers of (putative) transporter encoding genes within the *P. larvae* genome. The latter are indicated between square brackets. Round brackets: GO term numbers. GO terms were assigned with Blast2GO. White bars: down-regulation for T4-C4. Dark grey bars: up-regulation for T4-C4. Light grey bars: down-regulation for T1-C1. Black bars: up-regulation for T1-C1. Arrow heads: arbitrary GO term hierarchy (◂>⊲><$>\raster(90%)="rg3"<$>).

**Figure 4:**
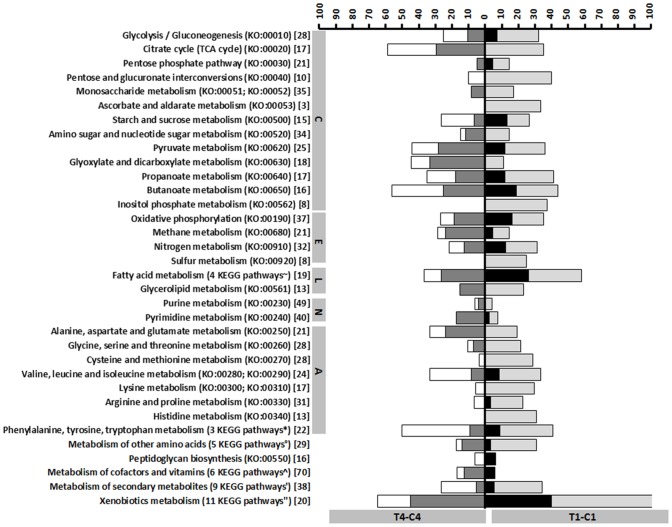
Differential expression of metabolic genes. Stacked percentage bar chart, showing the numbers of up- and down-regulated (putative) metabolic genes for T4-C4 (left) and T1-C1 (right), respectively, relative to the total numbers of (putative) metabolic genes within the *P. larvae* genome. C: carbohydrate metabolism. The latter are indicated between square brackets. Round brackets: KO numbers (KEGG pathways). KEGG pathways were assigned with KAAS. White bars: down-regulation for T4-C4. Dark grey bars: up-regulation for T4-C4. Light grey bars: down-regulation for T1-C1. Black bars: up-regulation for T1-C1. E: energy metabolism. L: lipid metabolism. N: nucleotide metabolism. A: amino acid metabolism. ∼: KO:00061; KO:00071; KO:00592; KO:01040. *: KO:00360; KO:00350; KO:00380. °: KO:00410; KO:00430; KO:00450; KO:00460; KO:00480. ?: KO:00740; KO:00770; KO:00780; KO:00670; KO:00860; KO:00130. ‘:KO:00900; KO:00903; KO:00281; KO:00523; KO:01053; KO:01055; KO:00940; KO:00311; KO:00521. ‘’: KO:00362; KO:00627; KO:00625; KO:00622; KO:00633; KO:00642; KO:00643; KO:00930; KO:00363; KO:00621; KO:00626.

**Figure 5:**
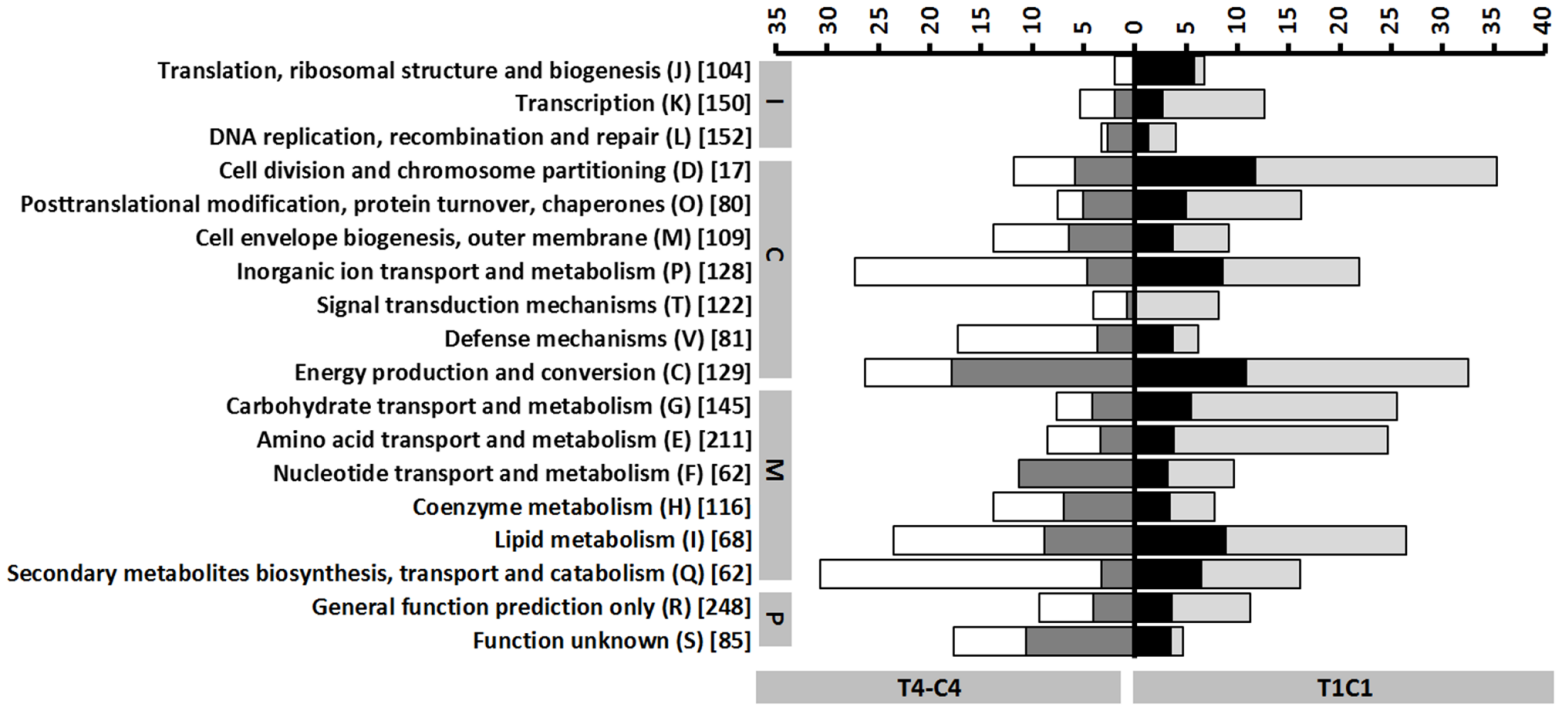
Numbers of genes that are differentially expressed per subset. Stacked percentage bar chart, showing the numbers of up- and down-regulated genes for T4-C4 (left) and T1-C1 (right), respectively, relative to the total numbers of genes within the *P. larvae* genome. The latter are indicated between square brackets. Round brackets: COG functional category label. C: cellular processes and signaling. I: information storage and processing. M: metabolism. P: poorly characterized. White bars: down-regulation for T4-C4. Dark grey bars: up-regulation for T4-C4. Light grey bars: down-regulation for T1-C1. Black bars: up-regulation for T1-C1.

In control cultures (C1 and C4) *P. larvae* seems to invest more in oligopeptide and ion (sulfate ion; cation: Na^+^ for C1, K^+^ for C4) transport, amino acid (β-A, K; sulfur AAs for C1, BCAAs for C4), benzoate and limonene metabolism, while restricting nucleic acid metabolism. One hour after spiking (C1) *P. larvae* appears to rely more on carbohydrate (phosphotransferase system, inositol), carboxylic acid and ubiquinone metabolism, while limiting translation. The data also suggest that energy storage (electron transport, NADH to ubiquinone) and carbon fixation (photosynthesis, reductive citric acid cycle) are also upregulated. Four hours after spiking (C4) *P. larvae* tend to rely more on iron uptake (high-affinity iron transport and siderophore biosynthesis) and sporulation.

In test cultures, on the other hand, *P. larvae* seems to change its metabolism to nitrate assimilation and store energy through the electron transport chain. Four hours after spiking (T4) *P. larvae* appears to rely more on biotin, pyrimidine and carbon (TCA/glyoxylate cycle) metabolism. In addition, at late time points (T4-C4) *P. larvae* tend to restrict cellular macromolecular metabolic processes.

## Discussion

The reasons behind the trends observed in the gene expression data presented here become clear if one considers the chemical composition of bodily fluids from honey bee worker larvae. These fluids are thought to contain mainly hemolymph and liquid gut contents. Since this material was collected from third, fourth and fifth larval instars, the gut is thought to hold (digested) honey/nectar, pollen and royal jelly [49]. Honey/nectar is particularly rich in sugars (especially fructose and glucose; [50], while royal jelly is a source of proteins [51]. The protein composition from honey bee worker larvae has been described in most detail [52]. Paralleling the diet, hemolymph of adult worker bees is rich in sugars [53], free amino acids [54] and proteins [55]. Fresh [56] and powdered [57] bee brood has been shown to be especially rich in amino acids/proteins.

The general down-regulation of carbohydrate and amino acid/peptide metabolism and transport in the presence of larval fluids at early time points (T1-C1) is unexpected, although genes involved in trehalose metabolism and transport are strongly upregulated: phosphotrehalase (*treA*; 12.93×↑) and trehalose-specific IIBC subunit of PTS system (*treP*; 16.85×↑). This could point towards carbon catabolite repression (CCR): a phenomenon by which usage of secondary carbon sources is reduced in the presence of the preferred one, which allows the fastest growth [58]. Thus trehalose, the principle blood sugar of many insects [59], is probably the preferred sugar of *P. larvae*. This hypothesis is supported by observations made for the *Paenibacillus popilliae* [60]. This pathogen of beetle larvae takes up trehalose through the PTS system and phosphorylates it to trehalose 6-phosphate (T6 P) in a PEP-dependent way. 

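Of the trehalose genes, only *tre* could be matched, listed in Table S2 as alpha,alpha-phosphotrehalase and on the array as Seq24_orf00068_4.60. Its normalized log2 signal was 12.96 ± 2.70 (SD, n = 4) in T1 and 9.08 ± 0.58 (SD, n = 4) in C1, a log2 fold change of 3.88 (SE 0.89, adjusted p = 0.00416), or 14.8-fold. All 4 probes passed. T1 cultures 16, 13 and 28 had log2 signals of 14.80, 14.86 and 13.08, whereas T1 culture 46, with 9.10, lay within the range of the C1 cultures, from 8.63 to 9.90. Without T1 culture 46 the log2 fold change was 5.17. On slide 1 alone it was 5.99 (adjusted p = 3.51e-05), and on slide 2, which holds T1 culture 46, it was 1.78 and not past the threshold (adjusted p = 0.425). After 4 h the signal was 8.81 ± 0.71 (SD, n = 4) in T4 and 7.83 ± 0.06 (SD, n = 4) in C4, a log2 fold change of 0.98 (SE 0.89, adjusted p = 0.458). Every T4 culture nevertheless lay above every C4 culture. The SE is pooled over the 4 groups and holds the large spread of T1. The change was past the threshold when limma was fitted to these 2 groups alone (adjusted p = 0.0437). The difference between the responses at 4 h and 1 h was -2.91 on the log2 scale and did not pass the threshold (adjusted p = 0.118).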

T6 P is subsequently cleaved to glucose and glucose-6-phosphate (G6 P). Down-regulation of genes for citric acid cycle enzymes (T1-C1; *citB*: 1.32×↓ (ns); *citC*: 4.53×↓; *citH*: 3.64×↓; *citZ*: 8.39×↓; [61]) and virulence factors [62] - exemplified by toxin Etx/Mtx (T1-C1; >8.50×↓) - provide additional support to the CCR hypothesis. Genes *ccpA* and *codY*, however, are not differentially expressed. Their products are global regulators of carbon (glucose) metabolism by sensing FBP and G6P (for CcpA) and GTP and BCAA (for CodY) in *Bacillus subtilis* [61]. Additionally, fatty acid catabolism in *B. subtilis* is repressed through CCR [63]. In contrast, this study reveals a strong up-regulation for genes involved in fatty acid degradation (*eft*A, B: >24.50×↑; *fad*A, E, F, N, R: >20↑; *lcf*A: 14.51×↑).

The down-regulation of many oligopeptide permeases (opp) might reflect the high free amino acid content of insect hemolymph [64]. The investment of *P. larvae* in peptide transport, subsequent catabolism and amino acid synthesis will be minimal as amino acids are copiously provided. Sulphate transport is also repressed when cysteine is present [65] and because of the high free amino acid availability, the down-regulation of sulphate transporters (T1-C1; *cys*A, P, U, W; >40×↓) can be explained.

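Of the sulphate transport genes, *cysW* was matched to Seq130_orf00023_5.76 over 14 bases of a primer, and its identity rests on this match. Its normalized log2 signal was 10.61 ± 0.51 (SD, n = 4) in T1 and 15.73 ± 0.20 (SD, n = 4) in C1, so that it fell by 5.12 on the log2 scale (SE 0.59, adjusted p = 1.20e-05). The signed fold change was -34.7. All 4 probes passed, and every T1 culture lay below every C1 culture. On slide 1 alone the log2 fold change was -5.63 and on slide 2 alone -4.61. With each culture left out in turn it stayed between -5.32 and -4.91. In T4–C4 the log2 fold change was -1.77 (SE 0.59, adjusted p = 0.0359). There only 2 of the 4 probes passed and the gene was not called, although it was called under 9 of 35 alternatives: quantile normalization, log ratios, the series matrix, separate replicates, each spot alone, the loop or the slide as a block, any probe passing, and without T4 culture 30. Without C4 culture 5, 22, 26 or 39 its adjusted p was 0.0779, 0.0577, 0.0721 and 0.0723, without normalization between arrays 0.0594, on slide 1 alone 0.0977, on slide 2 alone 0.170 and with only these 2 groups in the fit 0.104, and without T4 culture 6 the log2 fold change was -0.91. The responses at 4 h and 1 h differed by 3.35 on the log2 scale (SE 0.83, adjusted p = 0.0123), but not past the threshold on slide 1 alone (adjusted p = 0.194).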

The up-regulated import of especially mannose (*lev*D, E, F, G; >5×↑/>11×↑) at later time points (T4-C4/T4-T1) indicate that the consumption of trehalose proceeds and *P. larvae* seems to switch to alternative carbon sources at higher cell densities. Although high densities are reached at T4 (OD_590_ ≈ 1.14), no starvation seems to occur (e.g. *ctsA*: >2.3×↓) and as a consequence sporulation is not initiated. Sporulation starts at late time points (C4-C1), which is suggested by the up-regulation of 19 from the 52 spore/sporulation related genes in the control cultures. Addition of larval bodily fluids delays sporulation initiation, which is illustrated by the down regulation of 35/52 sporulation related genes in the treated cultures; none of these genes showed up-regulation. Moreover, sporulation is mostly regulated by environmental signals through chemotaxis [66]. The gene expression patterns of putative signaling proteins (e.g. MCPs, HPKs, RRs) are similar to those of the sporulation related genes. 

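One surfactin gene could be followed on the arrays. The RT-qPCR target *srf*, given as surfactin synthetase in Table S2, matched Seq24_orf00017_3.81, of which 3 probes could be tested. Its normalized log2 signal rose from 12.16 ± 0.81 (SD, n = 4) in C1 to 14.17 ± 0.17 (SD, n = 4) in C4, a log2 fold change of 2.01 (SE 0.33, adjusted p = 9.47e-04). Between T1, with 10.89 ± 0.23 (SD, n = 4), and T4, with 12.10 ± 0.52 (SD, n = 4), it rose by 1.21 (adjusted p = 0.00976), but only 2 of the 3 probes passed, so that the gene was not called. It was called under 11 of 35 alternatives, among them the loop or the slide as a block, any probe passing and without T4 culture 6. In the presence of larval bodily fluids it was lower at both time points. The log2 fold change was -1.26 in T1–C1 (adjusted p = 0.00857) and -2.07 in T4–C4 (adjusted p = 2.64e-04), with 3 of 3 probes passing in both. In T4–C4 every T4 culture lay below every C4 culture, whereas the T1 and C1 cultures overlapped. All these changes kept their direction on each slide, and on slide 2 alone none of them was past the threshold (adjusted p between 0.118 and 0.319). On slide 1 alone, only the change in T4–T1 was not (adjusted p = 0.0970).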

Nutrient limitation and competition often leads to the production of antibiotics [67], which is reflected in the up-regulation of (putative) synthetases for antimicrobial biosurfactans, plipastatin (five genes) and surfactin (four genes) at later time points (T4-T1; C4-C1) however addition of larval bodily fluids seems to diminish the production and transport of antibiotics (T4-C4; T1-C1). Other antibiotic-related genes - amongst which penicillin acylase [68], two peptides AS-48 [69], four lantibiotic/lanthionine synthesis proteins [70], neotrehalosadiamine [71] and circularin A/uberolysin [72] - together show a similar pattern (with some exceptions). The same holds more or less for polyketide biosynthesis genes (e.g. *rfbB, C, D* of the rhamnose pathway; [73]). Closticin 574 tends to be up-regulated by larval fluids at late time points (T4-C4, T4-T1) [74].

Differential expression of (putative) cofactor and vitamin metabolic genes was observed for different pathways but one of the most up-regulated pathways in the presence of larval fluids at late time points is the one responsible for thiamine biosynthesis (e.g. *apb*E: 85.80×↑ for T4-C1 and 54.08×↑ for T4-T1; [75]). 

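The thiamine biosynthesis lipoprotein gene is the RT-qPCR target *tbl*, matched to Seq67_orf00040_7.77. Its normalized log2 signal was 11.05 ± 1.86 (SD, n = 4) in T4, 4.76 ± 0.40 (SD, n = 4) in C4, 5.54 ± 0.20 (SD, n = 4) in T1 and 4.51 ± 0.11 (SD, n = 4) in C1. The log2 fold change was 6.29 in T4–C4 (SE 0.61, adjusted p = 6.66e-06), which is 78.1-fold. In T4–T1 it was 5.51 (adjusted p = 1.26e-05), or 45.6-fold. The T4 cultures were 93.4-fold above C1 (log2 fold change 6.55, adjusted p = 5.74e-06). The text of the paper gives its fold change for T4–C1, whereas Table S3 gives the same value for T4–C4. All 4 probes passed in these comparisons, and every T4 culture lay above every culture of the group compared. The signals of C4, T1 and C1 were dim, which limits how well the size of these changes is known. The large SD in T4 comes from culture 6, with a log2 signal of 8.27 against 12.10, 12.04 and 11.80 in T4 cultures 27, 30 and 57. Without T4 culture 6, the log2 fold change of T4–C4 was 7.22. In T1–C1 it was 1.03 and not past the threshold (adjusted p = 0.214), although every T1 culture lay above every C1 culture. It was past the threshold without T4 culture 6 (adjusted p = 6.34e-04, and 9.42e-04 with separate replicates as well), with only these 2 groups in the fit (adjusted p = 0.00228) and on slide 2 alone (adjusted p = 0.0290). The responses at 4 h and 1 h differed by 5.25 on the log2 scale (SE 0.86, adjusted p = 6.72e-04), a difference not past the threshold on slide 1 alone (adjusted p = 0.0825). In C4–C1 the log2 fold change was 0.26 (SE 0.61, adjusted p = 0.854) and not past the threshold. This SE comes from the spread pooled over the 4 groups, of which T4 had by far the largest. It therefore does not measure the spread of the C4 and C1 cultures alone. The log2 fold change of C4–C1 had the opposite sign with log ratios and with the series matrix, both at -0.16. The same held with probes well above background in all 16 cultures, at -0.24, and on slide 1 alone, at -0.0018. None of these was past the threshold.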

The same pathway is down-regulated in control cultures at late time points (C4-C1). This indicates that thiamine seems exhausted and biosynthesis of this vitamin/cofactor seems necessary. Another remarkable fact is the quite large-scale phage-related gene expression at late time points in the presence of larval fluids. If bacteriophage particles are produced, this might reflect spontaneous induction of the prophages’ lytic cycle through signal molecules of bacterial quorum sensing [76].

At late time points, oxygen appears to become limited. As a consequence *P. larvae* seems to switch from aerobic to anaerobic respiration/fermentation. Many bacteria follow a mixed acid fermentation route for glucose metabolism with end products ethanol, succinate, lactate, acetate, formate, and carbon dioxide [77]. Typical indicators of this process arise from the activity of its key enzyme, pyruvate formate lyase (Pfl), which leads to massive excretion of formate and acetate as fermentative by-products. Down-regulation of pyruvate dehydrogenase (*pdhA*: 5.39×↓ and *pdhB*: 5.01×↓) and up-regulation of pyruvate formate lyase (*pflA*: 21.61×↑, *pflB*: 9.56×↑) confirm this hypothesis. Moreover *P. larvae* seems to rely mostly on cytochrome *aa*3-600 quinol oxidase (*qoxA, B, C, D*: >9×↑; [78]) at T1-C1, while it switches to cytochrome *bd* ubiquinol oxidase (*cydA*: 76.47×↑, *cydB*: 37.08×↑) at T4-C4. The latter enzyme is expressed under oxygen-limiting conditions in *E. coli* [79]. Furthermore nitrogen metabolism seems boosted at T4-C4: formate/nitrite transport (*yrhG*: >3×↑), assimilatory nitrite reductase (*nasD, E*: >10×↑) and anaerobic regulator (*fnr*: 11.89×up) are all up-regulated. NasDE nitrite reductase functions as both an assimilatory and a dissimilatory enzyme which is produced under oxygen limiting and nitrogen limiting conditions [80]. The bacterial nitrogen cycle is complicated and still a matter of debate as different pathways are involved such as the dissimilative nitrate reduction to ammonia and the denitrification pathway with reduction of nitrate to N_2_. On the other hand, homologues to bifunctional alcohol/acetaldehyde dehydrogenase (*adh*E) are highly up-regulated at T4-C4 (108.91×↑, 97.52×↑ and 60.68× respectively↑). This could point towards sugar fermentation, converting acetyl-coA to acetaldehyde and then to ethanol. It has been suggested for *E. coli* that transcription of *adh*E is repressed through CCR under aerobic conditions (T1-C1; ±2×↑) and that expression of *adh*E is much higher in anaerobically grown cells [81].

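One alcohol dehydrogenase gene, the RT-qPCR target *adh* at Seq2_orf00062_7.88, could be matched. Its normalized log2 signal was 13.68 ± 1.69 (SD, n = 4) in T4 and 6.80 ± 0.74 (SD, n = 4) in C4, a log2 fold change of 6.88 (SE 0.62, adjusted p = 3.74e-06), or 118-fold. All 4 probes passed and every T4 culture lay above every C4 culture. T4 culture 6 had the lowest value of its group, 11.24, against 14.87, 14.77 and 13.85 in T4 cultures 27, 30 and 57. With each culture left out in turn, the log2 fold change stayed between 6.49 and 7.70. It was 6.43 on slide 1 alone and 7.34 on slide 2 alone. The ORF with the next lower number, Seq2_orf00061_5.34, had the largest increase of all genes tested in T4–C4, from a dim mean log2 signal of 3.63 in C4.

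**Figure D2:**
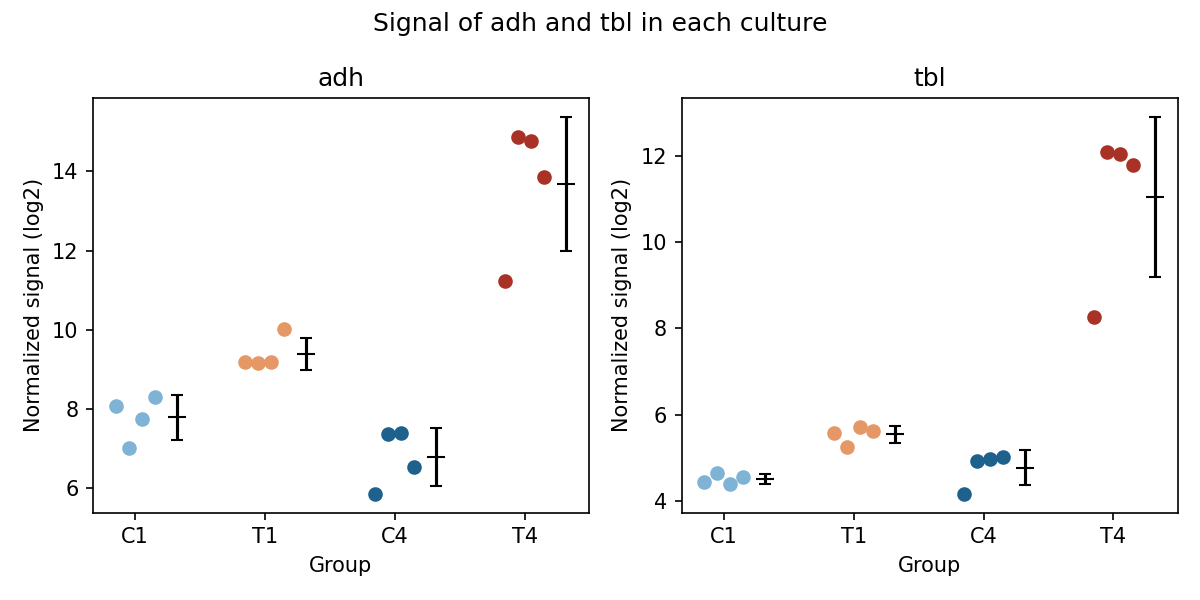
Normalized log2 signal (vertical axes) of *adh* and *tbl* in the 4 groups (horizontal axis). Each point is 1 culture, the mean of both labellings, and the bars are the mean ± SD (n = 4). T4 culture 6 is the lowest T4 point in both, at 11.24 and 8.27, and lies above all cultures of the other groups.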

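After 1 h the normalized log2 signal of *adh* was 9.39 ± 0.41 (SD, n = 4) in T1 and 7.79 ± 0.56 (SD, n = 4) in C1. The log2 fold change of 1.60 (SE 0.62), or 3.04-fold, did not pass the threshold (adjusted p = 0.0609), and 0 of the 4 probes passed. Every T1 culture nevertheless lay above every C1 culture. T1 culture 46 had the highest value, 10.01, and the others lay between 9.17 and 9.20. The change was past the threshold without T4 culture 6 (adjusted p = 0.00401), with quantile normalization (0.0494), the loop as a block (0.0448), only these 2 groups in the fit (0.00566), and Cy5 and Cy3 as separate replicates (0.00846, and 4.96e-04 without T4 culture 6). The responses at 4 h and 1 h differed by 5.28 on the log2 scale (SE 0.88, adjusted p = 8.17e-04). This difference was not past the threshold on slide 1 alone (adjusted p = 0.0912).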

Some other remarkable differences in gene expression as a result of the addition of larval bodily fluids are three differentially expressed (putative) toxin encoding genes. Two homologues of ε-toxins (ETX) or mosquitocidal toxins (MTX) [82] are down-regulated for T1-C1 (8.53×↓, 8.75×↓) and C4-C1 (2.56×↓, 2.60×↓), and up-regulated for T4-T1 (4.47×↑, 4.47×↑). The ι-toxin Ib component [83], on the contrary, is up-regulated for both T1-C1 (2.62×↑) and C4-C1 (2.06×↑). Next to toxins, proteases/peptidases have been proposed as putative *P. larvae* virulence factors [20], [62], [84], [85]. However, no general pattern emerges from the expression data which can be explained by their divers biological roles. Recently S-layer proteins have been suggested as potential *P. larvae* virulence determinants [86], [87]. Our study revealed up-regulation (±2.5×↑) of three such genes at late time points (T4–T1). At late time points the presence of larval bodily fluids favors motility which is reflected by the up-regulation of 7/8 genes. The eight differentially expressed (putative) flagellar genes (MC) encode (1) filament capping-protein (*fliD*), (2) filament (*fliC)*, (3) filament-hook junction (*flgK*, *flgL*), (4) basal body stator (*motA*, *motB*), (5) a flagellar export chaperone for FliC (*fliS*) and (6) others (*yvyF*) [88].

## Conclusions

We can conclude that the honey bee larval bodily fluid stimulates *in vitro* growth of *P. larvae* which is reflected by the large amount of transcriptional changes. 

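Over the 4 comparisons, 840 of the 3469 tested genes, or 24.2%, were called at least once. In T1–C1 or T4–C4, the comparisons between larval bodily fluids and broth, 696 genes were called, 284 of them only after 1 h and 280 only after 4 h. Of the 132 genes called at both time points, 38 were up-regulated and 73 down-regulated at both, 21 were down-regulated after 1 h and up-regulated after 4 h, and 0 went the other way. A random assignment of the calls to the tested genes gave a median of 25 genes with the same direction at both time points, against 111 observed (permutation p = 1e-04, the smallest that 10000 assignments can give, one-sided). This assignment treats genes as independent. Called genes often stood next to each other in the numbering of the ORFs, so this p-value may be too small. Tested directly in limma as the difference between the responses, 635 genes had an adjusted p below the threshold, 379 with the higher response after 4 h and 256 with the lower one. This number depends on the processing, and the cause was not tested. It was 985 with the loop as a block, 1012 with log ratios solved within loops and 1099 with the series matrix. With 2 cultures of each group it was 292 on slide 1 and 56 on slide 2. The paper reads this large amount of transcriptional changes as a reflection of the growth that the larval bodily fluids stimulate.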

Early responses are characterized by a general down-regulation of transporter genes and genes involved in the amino acid and carbohydrate metabolism. At later time points the sporulation genes are down-regulated while phage-related genes are up-regulated. The importance of the changed expression of phage-related genes will be a subject for further research.

## Supporting Information

File S1 **Figure S1.** Average expression stability (A) and determination of the optimal number (B) of reference targets with geNorm^PLUS^. **Figure S2.** Validation of microarray data with RTQ-PCR. (A) Log_2_-transformed expression ratio of T1 compared to C1. (B) Log_2_-transformed expression ratio of T4 compared to C4. White bars: RTQ-PCR experiment. Black bars: microarray experiment. T1: test sample collected one hour after spiking with larval fluids. T4: test sample collected four hours after spiking with larval fluids. C1: control sample collected one hour after spiking with BHIT-broth. C4: control sample collected four hours after spiking with BHIT-broth. +: differential expression (significant). -: equal expression (non-significant). **Figure S3.** Validation of microarray data with RTQ-PCR. (A) Log_2_-transformed expression ratio of C4 compared to C1. (B) Log_2_-transformed expression ratio of T4 compared to T1. White bars: RTQ-PCR experiment. Black bars: microarray experiment. T1: test sample collected one hour after spiking with hemolymph. T4: test sample collected four hours after spiking with hemolymph. C1: control sample collected one hour after spiking with BHIT-broth. C4: control sample collected four hours after spiking with BHIT-broth. +: differential expression (significant). -: equal expression (non-significant). **Figure S4.** Stacked percentage bar chart, showing the numbers of up- and down-regulated (putative) transporter encoding genes for T4–T1 (left) and C4–C1 (right), respectively, relative to the total numbers of (putative) transporter encoding genes within the *P. larvae* genome. The latter are indicated between square brackets. Round brackets: GO term numbers. GO terms were assigned with Blast2GO. White bars: down-regulation for T4–T1. Dark grey bars: up-regulation for T4–T1. Light grey bars: down-regulation for C4–C1. Black bars: up-regulation for C4–C1. Arrow heads: arbitrary GO term hierarchy (;◂>⊲><$>\raster="rg3"<$>). **Figure S5.** Stacked percentage bar chart, showing the numbers of up- and down-regulated (putative) metabolic genes for T4–T1 (left) and C4–C1 (right), respectively, relative to the total numbers of (putative) metabolic genes within the *P. larvae* genome. C: carbohydrate metabolism. The latter are indicated between square brackets. Round brackets: KO numbers (KEGG pathways). KEGG pathways were assigned with KAAS. White bars: down-regulation for T4–T1. Dark grey bars: up-regulation for T4–T1. Light grey bars: down-regulation for C4–C1. Black bars: up-regulation for C4–C1. ∼: KO:00061; KO:00071; KO:00592. *: KO:00350; KO:00360; KO:00380; KO:00400. °: KO:00410; KO:00430; KO:00450; KO:00480. ?: KO:00740; KO:00760; KO:00770; KO:00780; KO:00790; KO:00670; KO:00860; KO:00130. ‘:KO:00900; KO:00903; KO:00281; KO:00523; KO:01053; KO:01055; KO:00960; KO:00232; KO:00521; KO:00401. ‘’: KO:00362; KO:00627; KO:00625; KO:00622; KO:00633; KO:00642; KO:00643; KO:00930; KO:00621; KO:00626; KO:00983. **Figure S6.** Stacked percentage bar chart, showing the numbers of up- and down-regulated genes for T4–T1 (left) and C4–C1 (right), respectively, relative to the total numbers of genes within the *P. larvae* genome. The latter are indicated between square brackets. Round brackets: COG functional category label. C: cellular processes and signaling. I: information storage and processing. M: metabolism. P: poorly characterized. White bars: down-regulation for T4–T1. Dark grey bars: up-regulation for T4–T1. Light grey bars: down-regulation for C4–C1. Black bars: up-regulation for C4–C1. **Table S1.** Reference genes used to normalize the results of the qRT-PCR experiment for microarray data validation. **Table S2.** Randomly selected genes used in the RTQ-PCR experiment to validate the microarray results. **Table S3.** Validation of microarray data by qRT-PCR. **Table S4.** Validation of microarray data by qRT-PCR. **Table S5.** GO-enrichment analysis for comparison C4–C1, showing the most specific over- and under-represented biological process GO-terms for both up- and down-regulation. **Table S6.** GO-enrichment analysis for comparison T4–T1, showing the most specific over- and under-represented biological process GO-terms for both up- and down-regulation. **Table S7.** Annotation and pathway analysis for both up- and down-regulated genes for C4–C1. **Table S8.** Annotation and pathway analysis for both up- and down-regulated genes for T4–T1.
(PDF) Click here for additional data file.

# Supplementary material for: Effect of Bodily Fluids from Honey Bee (Apis mellifera) Larvae on Growth and Genome-Wide Transcriptional Response of the Causal Agent of American Foulbrood Disease (Paenibacillus larvae)
**Source:** PLoS One. 2014 Feb 20;9(2):e89175. doi: 10.1371/journal.pone.0089175
**Supplement:** File S1 — Figure S1. Average expression stability (A) and determination of the optimal number (B) of reference targets with geNormPLUS. Figure S2. Validation of microarray data with RTQ-PCR. (A) Log2-transformed expression ratio of T1 compared to C1. (B) Log2-transformed expression ratio of T4 compared to C4. White bars: RTQ-PCR experiment. Black bars: microarray experiment. T1: test sample collected one hour after spiking with larval fluids. T4: test sample collected four hours after spiking with larval fluids. C1: control sample collected one hour after spiking with BHIT-broth. C4: control sample collected four hours after spiking with BHIT-broth. +: differential expression (significant). -: equal expression (non-significant). Figure S3. Validation of microarray data with RTQ-PCR. (A) Log2-transformed expression ratio of C4 compared to C1. (B) Log2-transformed expression ratio of T4 compared to T1. White bars: RTQ-PCR experiment. Black bars: microarray experiment. T1: test sample collected one hour after spiking with hemolymph. T4: test sample collected four hours after spiking with hemolymph. C1: control sample collected one hour after spiking with BHIT-broth. C4: control sample collected four hours after spiking with BHIT-broth. +: differential expression (significant). -: equal expression (non-significant). Figure S4. Stacked percentage bar chart, showing the numbers of up- and down-regulated (putative) transporter encoding genes for T4–T1 (left) and C4–C1 (right), respectively, relative to the total numbers of (putative) transporter encoding genes within the P. larvae genome. The latter are indicated between square brackets. Round brackets: GO term numbers. GO terms were assigned with Blast2GO. White bars: down-regulation for T4–T1. Dark grey bars: up-regulation for T4–T1. Light grey bars: down-regulation for C4–C1. Black bars: up-regulation for C4–C1. Arrow heads: arbitrary GO term hierarchy (;◂>⊲><$>\raster="rg3"<$>). Figure S5. Stacked percentage bar chart, showing t

**Supporting Information**

**Figure S1.** Average expression stability (A) and determination of the optimal number (B) of reference targets with geNorm<sup>PLUS</sup>.

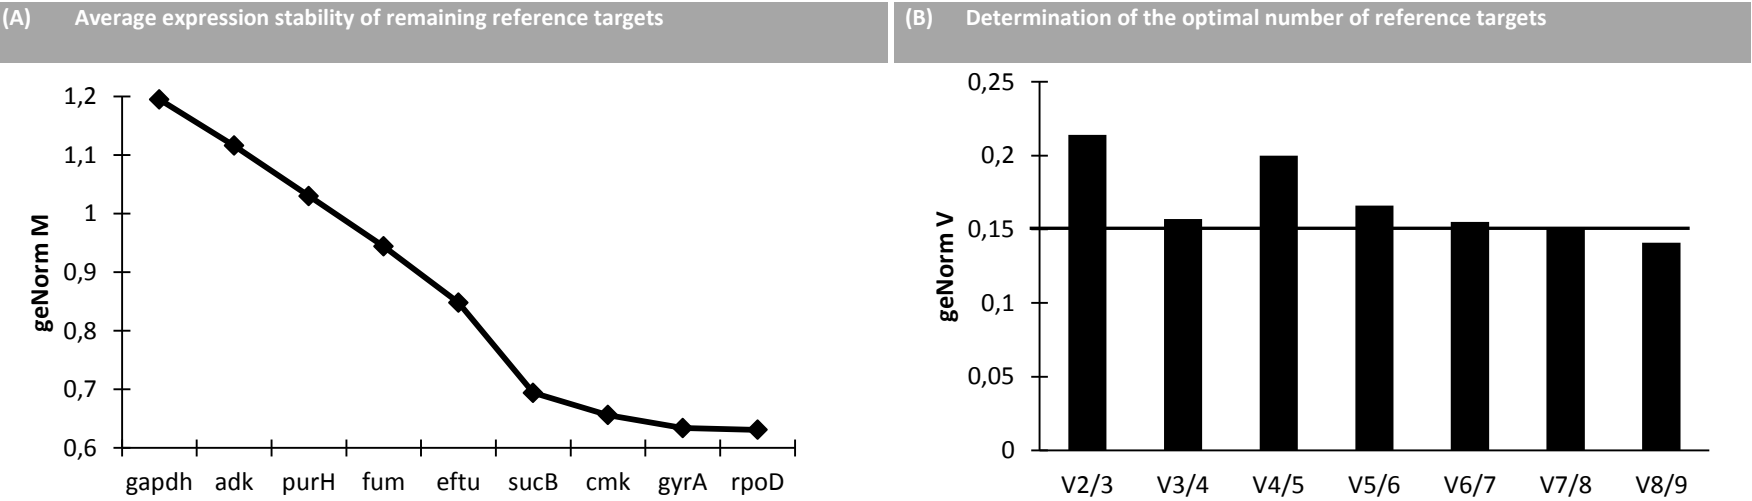

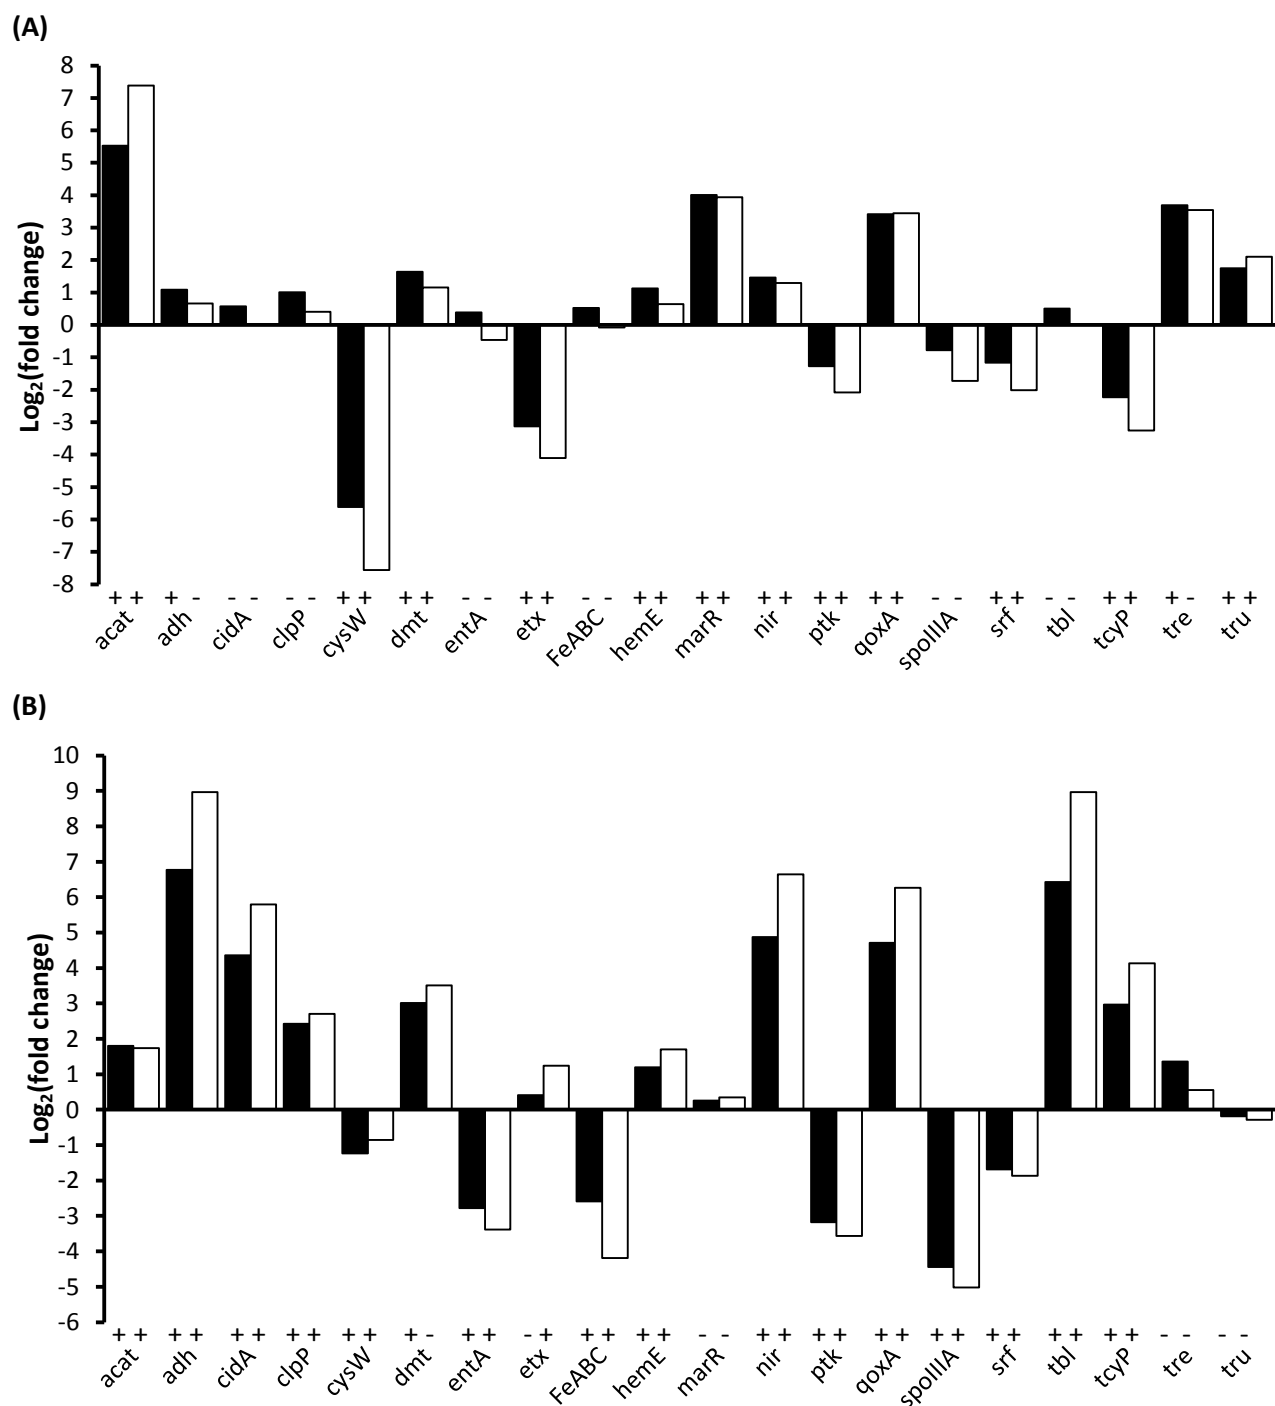

**Figure S2.** Validation of microarray data with RTQ-PCR. (A) Log<sub>2</sub>-transformed expression ratio of T1 compared to C1. (B) Log<sub>2</sub>-transformed expression ratio of T4 compared to C4. White bars: RTQ-PCR experiment. Black bars: microarray experiment. T1: test sample collected one hour after spiking with larval fluids. T4: test sample collected four hours after spiking with larval fluids. C1: control sample collected one hour after spiking with BHIT-broth. C4: control sample collected four hours after spiking with BHIT-broth. +: differential expression (significant). -: equal expression (non-significant).

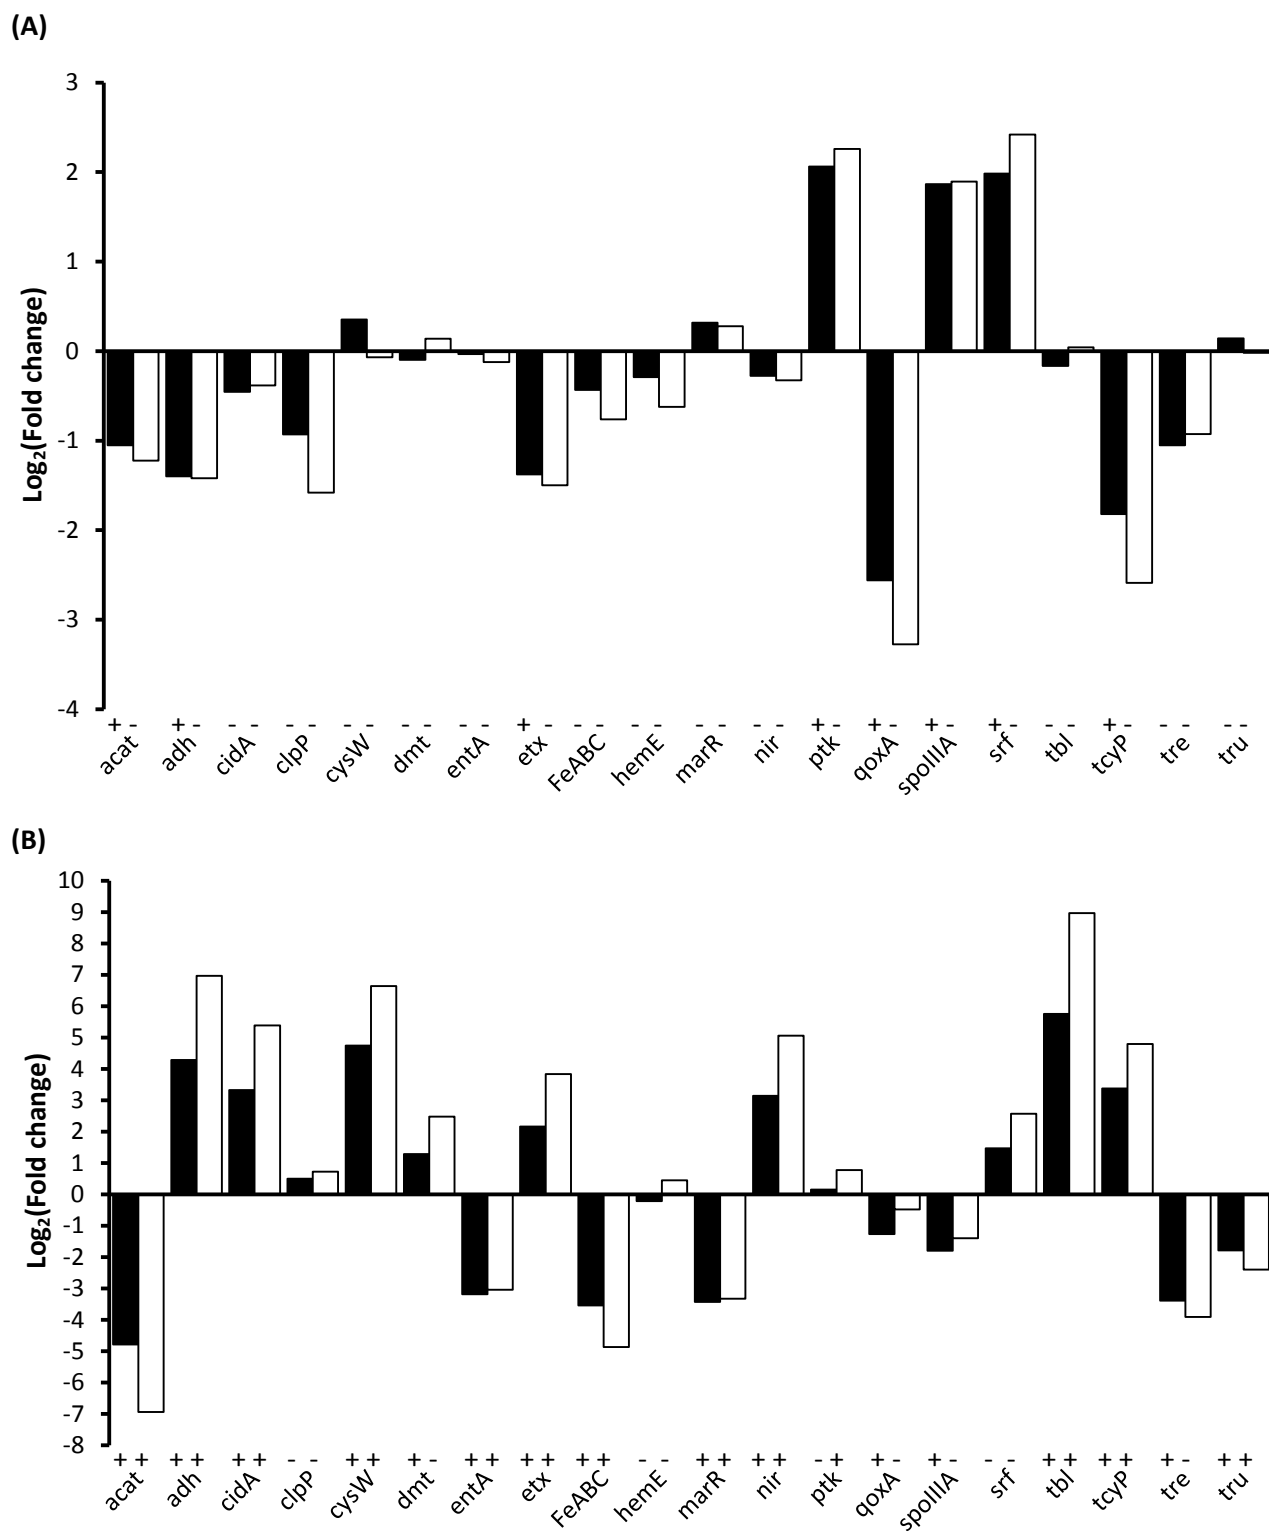

**Figure S3.** Validation of microarray data with RTQ-PCR. (A)  $\text{Log}_2$ -transformed expression ratio of C4 compared to C1. (B)  $\text{Log}_2$ -transformed expression ratio of T4 compared to T1. White bars: RTQ-PCR experiment. Black bars: microarray experiment. T1: test sample collected one hour after spiking with

hemolymph. T4: test sample collected four hours after spiking with hemolymph. C1: control sample collected one hour after spiking with BHIT-broth. C4: control sample collected four hours after spiking with BHIT-broth. +: differential expression (significant). -: equal expression (non-significant).

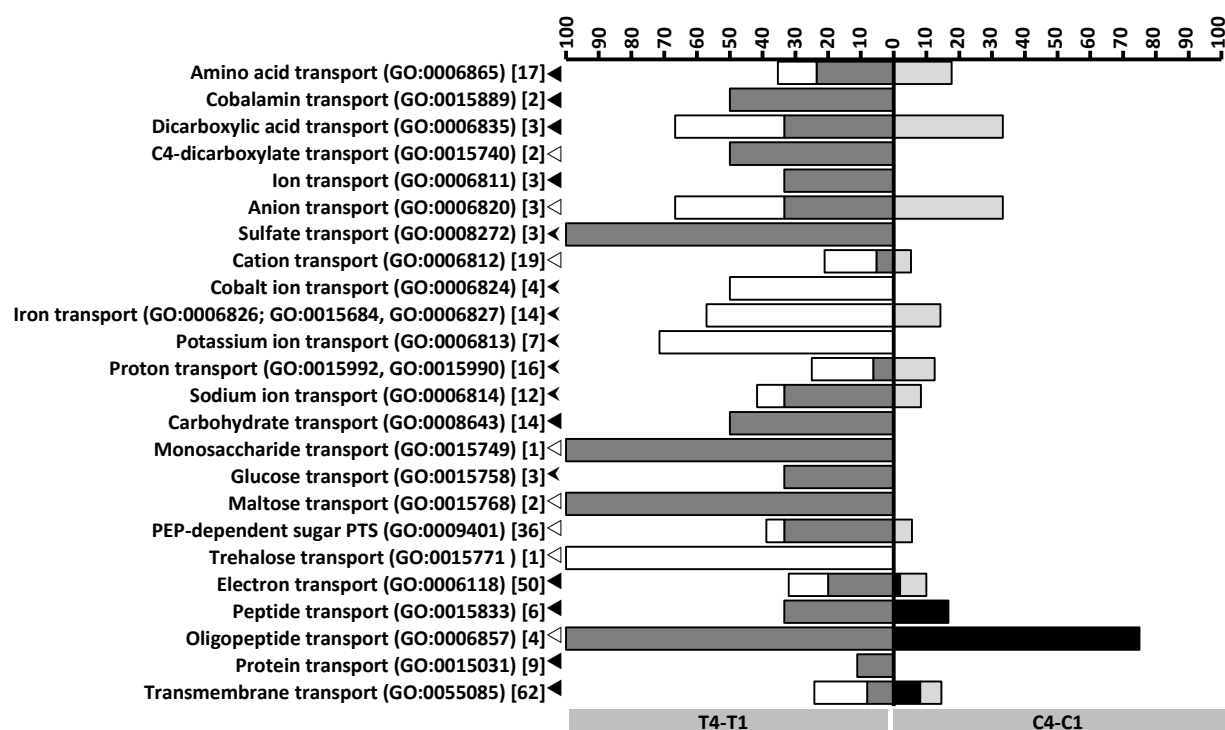

**Figure S4.** Stacked percentage bar chart, showing the numbers of up- and down-regulated (putative) transporter encoding genes for T4-T1 (left) and C4-C1 (right), respectively, relative to the total numbers of (putative) transporter encoding genes within the *P. larvae* genome. The latter are indicated between square brackets. Round brackets: GO term numbers. GO terms were assigned with Blast2GO. White bars: down-regulation for T4-T1. Dark grey bars: up-regulation for T4-T1. Light grey bars: down-regulation for C4-C1. Black bars: up-regulation for C4-C1. Arrow heads: arbitrary GO term hierarchy (◀ > ▷ ▶).

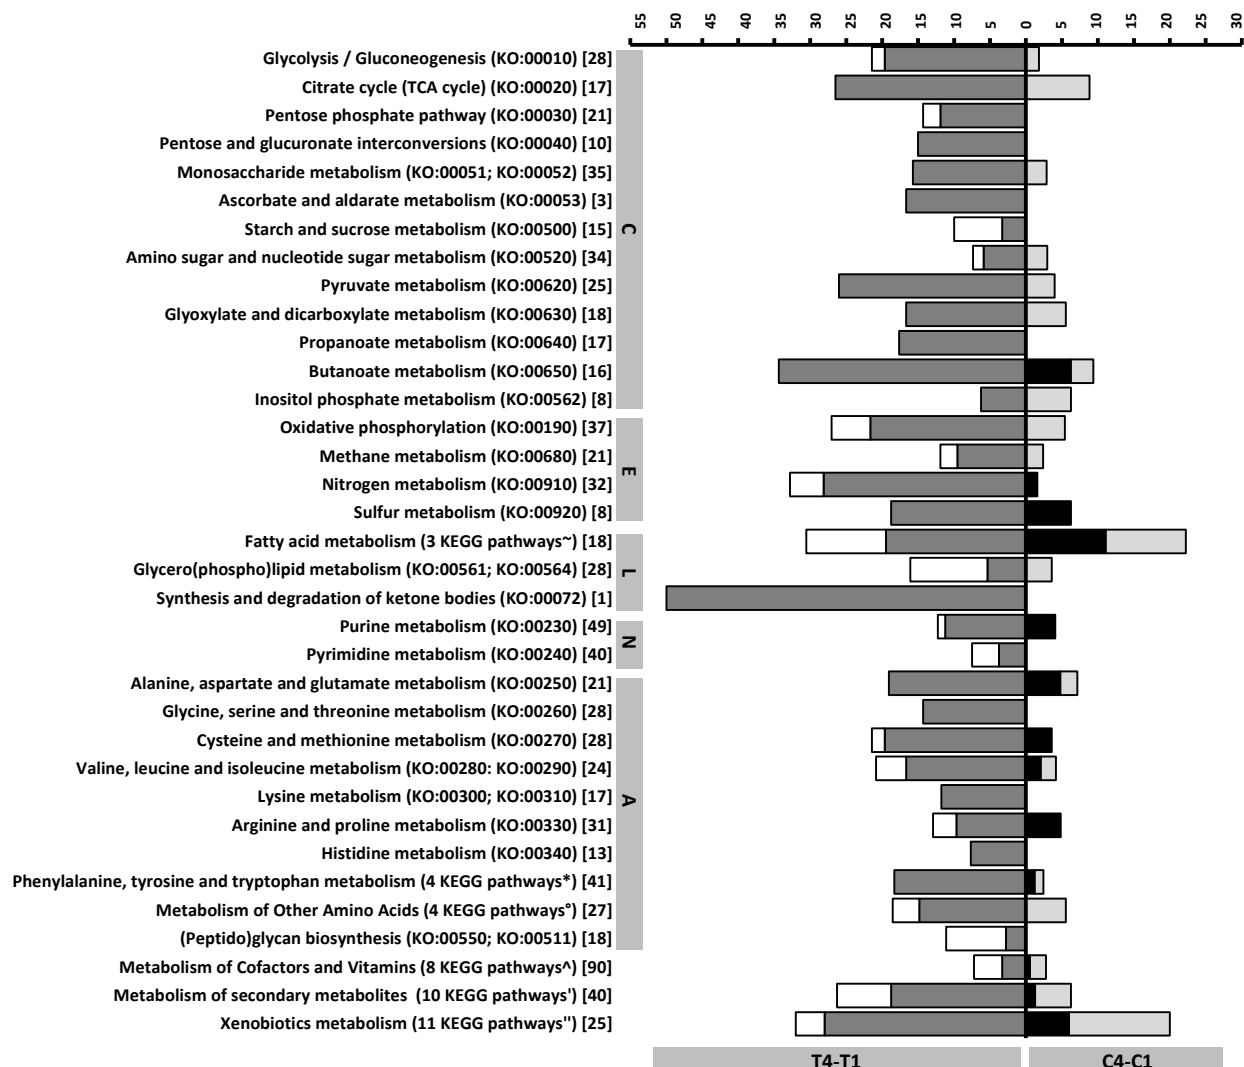

**Figure S5.** Stacked percentage bar chart, showing the numbers of up- and down-regulated (putative) metabolic genes for T4-T1 (left) and C4-C1 (right), respectively, relative to the total numbers of (putative) metabolic genes within the *P. larvae* genome. C: carbohydrate metabolism. The latter are indicated between square brackets. Round brackets: KO numbers (KEGG pathways). KEGG pathways were assigned with KAAS. White bars: down-regulation for T4-T1. Dark grey bars: up-regulation for T4-T1. Light grey bars: down-regulation for C4-C1. Black bars: up-regulation for C4-C1. ~: KO:00061; KO:00071; KO:00592. \*: KO:00350; KO:00360; KO:00380; KO:00400. °: KO:00410; KO:00430; KO:00450; KO:00480. ^: KO:00740; KO:00760; KO:00770; KO:00780; KO:00790; KO:00670; KO:00860; KO:00130. ‘: KO:00900; KO:00903; KO:00281; KO:00523; KO:01053; KO:01055; KO:00960; KO:00232; KO:00521; KO:00401. ‘’: KO:00362; KO:00627; KO:00625; KO:00622; KO:00633; KO:00642; KO:00643; KO:00930; KO:00621; KO:00626; KO:00983

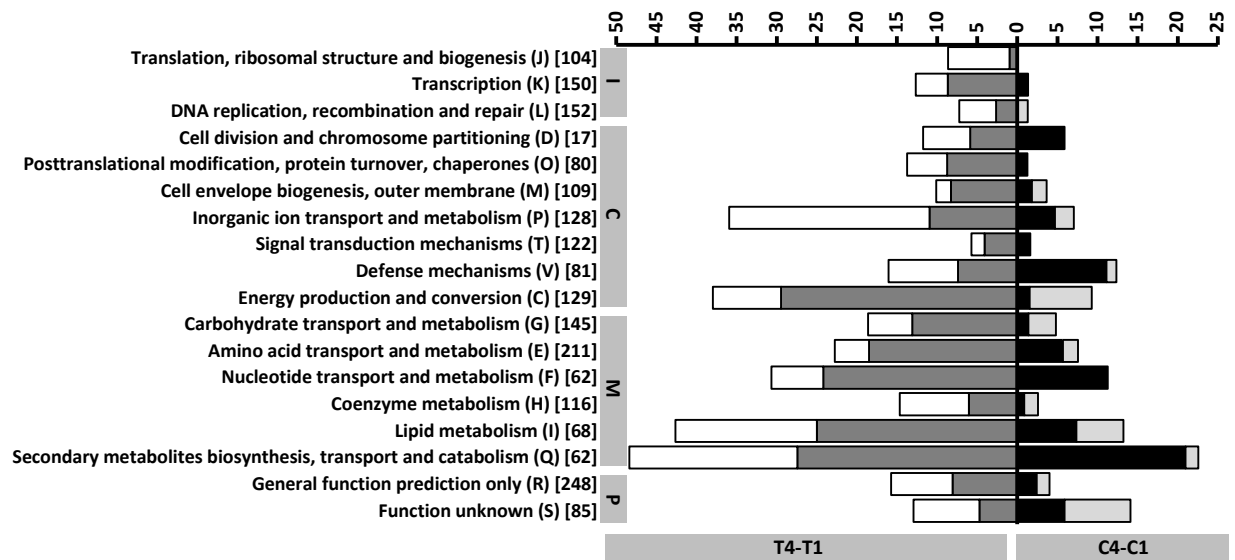

**Figure S6.** Stacked percentage bar chart, showing the numbers of up- and down-regulated genes for T4-T1 (left) and C4-C1 (right), respectively, relative to the total numbers of genes within the *P. larvae* genome. The latter are indicated between square brackets. Round brackets: COG functional category label. C: cellular processes and signaling. I: information storage and processing. M: metabolism. P: poorly characterized. White bars: down-regulation for T4-T1. Dark grey bars: up-regulation for T4-T1. Light grey bars: down-regulation for C4-C1. Black bars: up-regulation for C4-C1.

**Table S1.** Reference genes used to normalize the results of the qRT-PCR experiment for microarray data validation.

| Reference genes                                                                                    |           |                            |              |                      |                 |                |                |        |
|----------------------------------------------------------------------------------------------------|-----------|----------------------------|--------------|----------------------|-----------------|----------------|----------------|--------|
| Gene name                                                                                          | EC number | Biological process         | Primer name  | Primer sequence      | Amplicon length | Efficiency (%) | R <sup>2</sup> | Slope  |
| <b>RNA polymerase sigma factor RpoD</b>                                                            | -         | Transcription              | AFB_rpoD_fw  | AACTTGCCAAACGGATTGAG | 149             | 106.6          | 0.993          | -3.174 |
|                                                                                                    |           |                            | AFB_rpoD_rv  | AAGCCCCATGTTACCTTCCT |                 |                |                |        |
| <b>DNA gyrase subunit A</b>                                                                        | 5.99.1.3  | DNA topological change     | AFB_gyrA_fw  | ATGCGGTCATCCCTATTGAG | 147             | 80.8           | 0.923          | -3.887 |
|                                                                                                    |           | Replication                | AFB_gyrA_rv  | GGTCATCTTCCCGCAAATTA |                 |                |                |        |
| <b>Cytidylate kinase</b>                                                                           | 2.7.4.14  | Nucleic acid metabolism    | AFB_cmK_fw   | GTACAGGGCGATTACCTGGA | 136             | 92.6           | 0.994          | -3.512 |
|                                                                                                    |           | Pyrimidine metabolism      | AFB_cmK_rv   | GCCATCAACGAATACCTGCT |                 |                |                |        |
| <b>Succinyl-CoA synthetase subunit beta</b>                                                        | 6.2.1.5   | Energy metabolism          | AFB_sucB_fw  | ATTGCCAAGGGTGTTGTAGC | 119             | 97.9           | 0.998          | -3.374 |
|                                                                                                    |           | Tricarboxylic acid cycle   | AFB_sucB_rv  | TTCAGCCCGGATTCATTTAG |                 |                |                |        |
| <b>Elongation factor Tu</b>                                                                        | -         | Translation                | AFB_eftu_fw  | TAACATCGGTGCCCTTCTTC | 135             | 101.2          | 0.998          | -3.294 |
|                                                                                                    |           |                            | AFB_eftu_rv  | CCACCCTCTTCGCTAGTCAG |                 |                |                |        |
| <b>Fumarate hydratase</b>                                                                          | 4.2.1.2   | Energy metabolism          | AFB_fum_fw   | CCTAAATATGCGGAGCTGAT | 144             | 92.2           | 0.995          | -3.525 |
|                                                                                                    |           | Tricarboxylic acid cycle   | AFB_fum_rv   | GTGAACCGCAATTTCCCTTA |                 |                |                |        |
| <b>Bifunctional phosphoribosyl aminoimidazole carboxamide formyltransferase IMP cyclohydrolase</b> | 3.5.4.10  | Nucleic acid metabolism    | AFB_purH_fw  | TTCTCTCGGGGCTTTTGATA | 149             | 105.6          | 0.995          | -3.195 |
|                                                                                                    |           | Purine metabolism          | AFB_purH_rv  | CTACTGTTGGCTCACGGTCA |                 |                |                |        |
| <b>Adenylate kinase</b>                                                                            | 2.7.4.3   | Nucleic acid metabolism    | AFB_adk_fw   | TCAACAGGTGATGCTTTTCG | 105             | 97.8           | 0.998          | -3.377 |
|                                                                                                    |           | Purine metabolism          | AFB_adk_rv   | TGTGATTTCTGCAGGAACCA |                 |                |                |        |
| <b>Glyceraldehyde-3-phosphate dehydrogenase</b>                                                    | 1.2.1.12  | Energy metabolism          | AFB_gapdh_fw | TGTTGAAGCTGGTGAAGGTG | 150             | 90.1           | 0.992          | -3.585 |
|                                                                                                    |           | glycolysis/gluconeogenesis | AFB_gapdh_rv | TCCGCTTTTCTTTTGCAGT  |                 |                |                |        |

**Table S2.** Randomly selected genes used in the RTQ-PCR experiment to validate the microarray results.

| Target genes                                           |                                                         |                              |                                               |                 |                |                |        |
|--------------------------------------------------------|---------------------------------------------------------|------------------------------|-----------------------------------------------|-----------------|----------------|----------------|--------|
| Gene name                                              | Biological process                                      | Primer name                  | Primer sequence                               | Amplicon length | Efficiency (%) | R <sup>2</sup> | Slope  |
| <b>alcohol dehydrogenase</b>                           | Alcohol metabolism                                      | AFB_adh_fw<br>AFB_adh_rv     | TGGCAGTTCAAACCAAAACA<br>GCTTTTGGCGGTTTTCTAC   | 82              | 109.7          | 0.996          | -3.109 |
| <b>Cytochrome aa3-600 quinol oxidase subunit II</b>    | Oxidative phosphorylation                               | AFB_qoxA_fw<br>AFB_qoxA_rv   | GCTTTTGGAGACGATTTGGA<br>TCCTGGGATTCATCTTTTGG  | 111             | 109.1          | 0.989          | -3.122 |
| <b>Surfactin synthetase</b>                            | Antibiotic biosynthesis                                 | AFB_srf_fw<br>AFB_srf_rv     | CGAGTTCCTGGTAACACCTA<br>AGATACCGGCCCATATTTCC  | 134             | 117.3          | 0.989          | -2.966 |
| <b>Epsilon toxin</b>                                   | Pathogenesis                                            | AFB_etx_fw<br>AFB_etx_rv     | CAAATCCCTCTGTGGGAGA<br>TCCACAGACGAATGTGCAG    | 143             | 115.5          | 0.989          | -2.999 |
| <b>Sulfate ABC transporter inner membrane subunit</b>  | Sulfate transport                                       | AFB_cysW_fw<br>AFB_cysW_rv   | TGCCGTTTCTCCGTTATAG<br>CACAAACAAGGTCGCCAGTA   | 139             | 118.9          | 0.990          | -3.939 |
| <b>L-cystine uptake protein</b>                        | Amino acid transport                                    | AFB_tcyP_fw<br>AFB_tcyP_rv   | ATGCGGAAATGTTCCAGAAG<br>GTCTTGGCGATCGTATTCGT  | 124             | 114.6          | 0.989          | -3.015 |
| <b>iron-siderophore ABC transporter</b>                | Iron transport                                          | AFB_FeABC_fw<br>AFB_FeABC_rv | CCTTGGGGGATCTGGATATT<br>ATTCGGCTGATGCGTATTTTC | 128             | 117.5          | 0.988          | -2.963 |
| <b><math>\alpha,\alpha</math>-phosphotrehalase</b>     | Carbohydrate metabolism                                 | AFB_tre_fw<br>AFB_tre_rv     | CCCTGAGCTTTTCGCTTATG<br>TTTCCAGCATCCAATCCTTC  | 114             | 114.4          | 0.992          | -3.020 |
| <b>assimilatory nitrite reductase large subunit</b>    | Nitrogen metabolism                                     | AFB_nir_fw<br>AFB_nir_rv     | CGGTAATAGGAAGCGAACCA<br>TTCCCGTGTGCAGATCAATA  | 141             | 117.0          | 0.985          | -2.972 |
| <b>acetyl-CoA acetyltransferase</b>                    | Fatty acid metabolism                                   | AFB_acat_fw<br>AFB_acat_rv   | ACGAAAACGGCAAAGTATGG<br>GCTGTAACGCTTCCCTTCAG  | 127             | 111.4          | 0.992          | -3.076 |
| <b>2,3-dihydro-2,3-dihydroxybenzoate dehydrogenase</b> | Biosynthesis of siderophore group nonribosomal peptides | AFB_entA_fw<br>AFB_entA_rv   | TTGGTTTCTCCTGGTTTCGAC<br>TATCCGAGGGTAGTGCCAAC | 142             | 106.0          | 0.994          | -3.185 |
| <b>Stage III sporulation protein AA</b>                | Sporulation                                             | AFB_spoIII_fw                | AGGGAAGGAAGACCTCTGGA                          | 138             | 114.4          | 0.993          | -3.019 |

|                                          |                                   |               |                      |     |       |       |        |
|------------------------------------------|-----------------------------------|---------------|----------------------|-----|-------|-------|--------|
|                                          |                                   | AFB_spoIII_rv | GGTCAGCAGCTCCAGAAAAG |     |       |       |        |
| Clp protease                             | Stress response                   | AFB_clpP_fw   | CCCAAAGGCTATTTGTTGGA |     |       |       |        |
|                                          | Degradation of misfolded proteins | AFB_clpP_rv   | GCTGCGTCTATTGCTTCCAT | 100 | 115.0 | 0.990 | -3.008 |
| Transcriptional regulator of MarR family | Transcription                     | AFB_marR_fw   | AAGGGACAGGCAAGACAGAA | 125 | 115.9 | 0.994 | -2.992 |
|                                          |                                   | AFB_marR_rv   | CTGGTGAAAGCTGCTGCATA |     |       |       |        |
| protein tyrosine kinase                  | Signaling                         | AFB_ptk_fw    | TGCGGACCTTAGAAAGCCTA | 110 | 106.0 | 0.993 | -3.187 |
|                                          |                                   | AFB_ptk_rv    | CATAATGGATGGCGTTTTCC |     |       |       |        |
| tRNA pseudouridine synthase A            | Translation                       | AFB_tru_fw    | CCGGGGACTTATCCAGATTT | 120 | 118.9 | 0.994 | -2.939 |
|                                          | tRNA processing                   | AFB_tru_rv    | ACCGGTATTTCCGAGCTCTT |     |       |       |        |
| Thiamine biosynthesis lipoprotein        | Thiamine metabolism               | AFB_tbl_fw    | TCGTTTCTTTGTGGGGAATC | 141 | 116.9 | 0.994 | -2.974 |
|                                          |                                   | AFB_tbl_rv    | TACCGGCTTCTTCCAGCTTA |     |       |       |        |
| holin-like protein                       | Cytolysis                         | AFB_cidA_fw   | GGGAGGCCTTGTCTCAGATT | 117 | 117.1 | 0.991 | -2.970 |
|                                          |                                   | AFB_cidA_rv   | CCCTGTTCGAACCATTGAAG |     |       |       |        |
| Drug metabolite exporter                 | Drug metabolite transport         | AFB_dmt_fw    | AGCAGCTTATAGGCGGTCAA | 140 | 117.7 | 0.991 | -2.960 |
|                                          |                                   | AFB_dmt_rv    | GATCGACGTCACACTCATGG |     |       |       |        |
| Uroporphyrinogen decarboxylase           | Porphyrin metabolism              | AFB_hemE_fw   | TGGCTGCAGAAGTAACGATG | 91  | 109.8 | 0.995 | -3.108 |
|                                          |                                   | AFB_hemE_rv   | AAGGAAGCTACCGGGTTCAT |     |       |       |        |

**Table S3:** Validation of microarray data by qRT-PCR.

| Gene       | Function                  | Primers                | Slope  | R <sup>2</sup> | E(%)  | T1-C1    |          | T4-C4    |          | C4-C1  |          | T4-T1    |          |   |
|------------|---------------------------|------------------------|--------|----------------|-------|----------|----------|----------|----------|--------|----------|----------|----------|---|
|            |                           |                        |        |                |       | FC       | P        | FC       | P        | FC     | P        | FC       | P        |   |
| METABOLISM |                           |                        |        |                |       |          |          |          |          |        |          |          |          |   |
| adh        | Alcohol metabolism        | F:TGGCAGTTCAAACCAAAACA | -3.109 | 0.996          | 109.7 | +1.58x   | 2.86E-01 | +500.00x | 2.09E-03 | -2.67x | 6.35E-02 | +125.00x | 2.27E-04 | Q |
|            |                           | R:GCTTTTTGCGCGTTTTCTAC |        |                |       | +2.12x   | 7.81E-03 | +108.91x | 3.79E-10 | -2.63x | 3.11E-03 | +19.50x  | 1.16E-07 | M |
| tre        | Carbohydrate metabolism   | F:CCCTGAGCTTTTCGCTTATG | -3.020 | 0.992          | 114.4 | +11.63x  | 4.57E-01 | +1.47x   | 5.09E-01 | -1.90x | 6.35E-02 | -15.03x  | 9.01E-02 | Q |
|            |                           | R:TTTCCAGCATCCAATCCTTC |        |                |       | +12.93x  | 1.63E-03 | +2.57x   | 2.69E-01 | -2.07x | 4.36E-01 | -10.42x  | 4.92E-03 | M |
| acat       | Fatty acid metabolism     | F:ACGAAAACGGCAAAGTATGG | -3.076 | 0.992          | 111.4 | +166.67x | 4.76E-02 | +3.33x   | 6.61E-03 | -2.33x | 6.35E-02 | -122.30x | 4.00E-03 | Q |
|            |                           | R:GCTGTAACGCTTCCCTTCAG |        |                |       | +46.27x  | 2.23E-09 | +3.49x   | 7.84E-04 | -2.07x | 3.36E-02 | -27.50x  | 2.65E-08 | M |
| nir        | Nitrogen metabolism       | F:CGGTAATAGGAAGCGAACCA | -2.972 | 0.985          | 117.0 | +2.44x   | 4.76E-02 | +100.00x | 4.42E-04 | -1.25x | 4.57E-01 | +33.33x  | 1.62E-03 | Q |
|            |                           | R:TTCCCGTGTGCAGATCAATA |        |                |       | +2.76x   | 2.57E-06 | +29.29x  | 1.39E-11 | -1.21x | 2.25E-01 | +8.79x   | 1.40E-09 | M |
| qoxA       | Oxidative phosphorylation | F:GCTTTTGGAGACGATTTGGA | -3.122 | 0.989          | 109.1 | +10.87x  | 4.76E-02 | +76.92x  | 5.00E-04 | -9.69x | 6.35E-02 | -1.39x   | 2.70E-01 | Q |
|            |                           | R:TCCTGGGATTCATCTTTTGG |        |                |       | +10.68x  | 2.56E-08 | +26.14x  | 1.97E-09 | -5.89x | 4.49E-06 | -2.41x   | 1.38E-03 | M |
| hemE       | Porphyrin metabolism      | F:TGGCTGCAGAAGTAACGATG | -3.108 | 0.995          | 109.8 | +1.56x   | 4.76E-02 | +3.26x   | 4.96E-02 | -1.54x | 6.35E-02 | +1.36x   | 3.58E-01 | Q |
|            |                           | R:AAGGAAGCTACCGGGTTCAT |        |                |       | +2.18x   | 3.02E-01 | +2.29x   | 9.41E-01 | -1.22x | 2.20E-01 | -1.16x   | 2.95E-01 | M |

|           |                      |                        |         |       |       |          |          |          |          |        |          |          |          |   |
|-----------|----------------------|------------------------|---------|-------|-------|----------|----------|----------|----------|--------|----------|----------|----------|---|
|           |                      |                        |         |       |       |          | 05       |          | 05       |        |          |          | 01       |   |
| tbl       | Thiamine metabolism  | F:TCGTTTCTTTGTGGGGAATC | - 2.974 | 0.994 | 116.9 | +1.02x   | 7.22E-01 | +500.00x | 1.22E-06 | +1.03x | 6.07E-01 | +500.00x | 1.14E-06 | Q |
|           |                      | R:TACCGGCTTCTTCCAGCTTA |         |       |       | +1.42x   | 6.47E-02 | +85.80x  | 9.84E-12 | -1.12x | 8.81E-01 | +54.08x  | 2.72E-11 | M |
| TRANSPORT |                      |                        |         |       |       |          |          |          |          |        |          |          |          |   |
| tcyP      | Amino acid transport | F:ATGCGGAAATGTTCCAGAAG | - 3.015 | 0.989 | 114.6 | -9.57x   | 4.76E-02 | +17.54x  | 6.61E-03 | -6.01x | 6.35E-02 | +27.78x  | 4.37E-03 | Q |
|           |                      | R:GTCTTGCGGATCGTATTCGT |         |       |       | -4.69x   | 4.38E-05 | +7.81x   | 1.15E-05 | -3.53x | 8.07E-04 | +10.37x  | 1.60E-06 | M |
| dmt       | Drug transport       | F:AGCAGCTTATAGGCGGTCAA | - 2.960 | 0.991 | 117.7 | +2.23x   | 4.76E-02 | +11.36x  | 6.02E-02 | +1.10x | 7.62E-01 | +5.59x   | 1.10E-01 | Q |
|           |                      | R:GATCGACGTCACACTCATGG |         |       |       | +3.11x   | 1.12E-03 | +8.08x   | 1.62E-05 | -1.07x | 9.06E-01 | +2.43x   | 2.64E-02 | M |
| FeABC     | Iron transport       | F:CCTTGGGGGATCTGGATATT | - 2.963 | 0.988 | 117.5 | -1.06x   | 8.86E-01 | -18.22x  | 3.46E-02 | -1.70x | 4.57E-01 | -29.25x  | 1.31E-02 | Q |
|           |                      | R:ATTCGGCTGATGCGTATTTC |         |       |       | +1.44x   | 6.08E-01 | -6.00x   | 1.32E-02 | -1.35x | 7.58E-01 | -11.66x  | 9.42E-04 | M |
| cysW      | Sulphate transport   | F:TGCCGTTTCTCCCGTTATAG | - 3.939 | 0.990 | 118.9 | -188.13x | 4.76E-02 | -1.81x   | 3.46E-02 | -1.05x | 1.00E+00 | +100.00x | 2.27E-04 | Q |
|           |                      | R:CACAAACAAGGTCGCCAGTA |         |       |       | -48.94x  | 6.80E-10 | -2.34x   | 5.99E-03 | +1.28x | 4.50E-01 | +26.69x  | 1.72E-08 | M |

Continued on the next page

**Table S4:** Validation of microarray data by qRT-PCR.

| Gene             | Function                | Primers                 | Slope  | R <sup>2</sup> | E(%)  | T1-C1   |          | T4-C4   |          | C4-C1  |          | T4-T1   |          |   |
|------------------|-------------------------|-------------------------|--------|----------------|-------|---------|----------|---------|----------|--------|----------|---------|----------|---|
|                  |                         |                         |        |                |       | FC      | P        | FC      | P        | FC     | P        | FC      | P        |   |
| OTHER CATEGORIES |                         |                         |        |                |       |         |          |         |          |        |          |         |          |   |
| srf              | Antibiotic biosynthesis | F:CGAGTTCCCGGTAACACCTA  | -2.966 | 0.989          | 117.3 | -4.04x  | 4.76E-02 | -3.64x  | 2.35E-03 | +5.35x | 6.35E-02 | +5.95x  | 3.68E-03 | Q |
|                  |                         | R:AGATACCGGCCCATATTTCC  |        |                |       | -2.24x  | 7.72E-04 | -3.21x  | 8.04E-05 | +3.95x | 1.76E-05 | +2.76x  | 2.11E-04 | M |
| cidA             | Cytolysis               | F:GGGAGGCCTTGCTCAGATT   | -2.970 | 0.991          | 117.1 | +1.02x  | 7.22E-01 | +55.56x | 2.66E-03 | -1.31x | 3.64E-01 | +41.67x | 4.00E-03 | Q |
|                  |                         | R:CCCTGTTCGAACCATTGAG   |        |                |       | +1.49x  | 1.48E-01 | +20.52x | 5.73E-09 | -1.37x | 1.69E-01 | +10.05x | 7.92E-08 | M |
| entA             | Siderophore group NRPS  | F:TTGGTTTCTCCTGGTTCGAC  | -3.185 | 0.994          | 106.0 | -1.38x  | 7.22E-01 | -10.44x | 1.09E-02 | -1.09x | 1.00E+00 | -8.23x  | 8.23E-03 | Q |
|                  |                         | R:TATCCGAGGGTAGTGCCAAC  |        |                |       | +1.30x  | 4.90E-01 | -6.85x  | 1.86E-04 | -1.02x | 9.64E-01 | -9.11x  | 3.09E-05 | M |
| etx              | Pathogenesis            | F:CAAATCCCTCTTGTTGGGAGA | -2.999 | 0.989          | 115.5 | -17.26x | 4.76E-02 | +2.36x  | 4.46E-02 | -2.83x | 6.35E-02 | +14.29x | 1.31E-02 | Q |
|                  |                         | R:TCCACAGACGAATGTGCAAG  |        |                |       | -8.75x  | 1.06E-06 | +1.33x  | 3.55E-01 | -2.60x | 4.36E-03 | +4.47x  | 1.02E-04 | M |

|             |                                   |                            |                |           |           |             |              |             |              |            |              |             |              |   |
|-------------|-----------------------------------|----------------------------|----------------|-----------|-----------|-------------|--------------|-------------|--------------|------------|--------------|-------------|--------------|---|
| ptk         | Signaling                         | F:TGCGGACCTTAGAAAGCC<br>TA | -<br>3.18<br>7 | 0.99<br>3 | 106.<br>0 | -4.23x      | 4.76E<br>-02 | -<br>11.83x | 1.45E<br>-03 | +4.78<br>x | 3.64E-<br>01 | +1.71x      | 4.00E<br>-03 | Q |
|             |                                   | R:CATAATGGATGGCGTTTT<br>CC |                |           |           | -2.41x      | 2.72E<br>-02 | -9.06x      | 1.32E<br>-04 | +4.17<br>x | 4.42E-<br>03 | +1.11x      | 8.82E<br>-01 | M |
| spoil<br>AA | Sporulation                       | F:AGGGAAGGAAGACCTCT<br>GGA | -<br>3.01<br>9 | 0.99<br>3 | 114.<br>4 | -3.31x      | 1.76E<br>-01 | -<br>32.49x | 2.66E<br>-03 | +3.72<br>x | 4.57E-<br>01 | -2.64x      | 9.05E<br>-02 | Q |
|             |                                   | R:GGTCAGCAGCTCCAGAAA<br>AG |                |           |           | -1.72x      | 1.04E<br>-01 | -<br>21.71x | 7.26E<br>-07 | +3.65<br>x | 1.86E-<br>03 | -3.47x      | 2.13E<br>-03 | M |
| clpP        | Stress                            | F:CCCAAAGGCTATTTGTTG<br>GA | -<br>3.00<br>8 | 0.99<br>0 | 115.<br>0 | +1.33x      | 6.07E<br>-01 | +6.54x      | 6.61E<br>-03 | -<br>2.99x | 6.35E-<br>02 | +1.65x      | 1.54E<br>-01 | Q |
|             |                                   | R:GCTGCGTCTATTGCTTCCA<br>T |                |           |           | +2.00x      | 1.32E<br>-01 | +5.38x      | 1.63E<br>-03 | -<br>1.90x | 1.87E-<br>01 | +1.41x      | 4.78E<br>-01 | M |
| mar<br>R    | Transcripti<br>on                 | F:AAGGGACAGGCAAGACA<br>GAA | -<br>2.99<br>2 | 0.99<br>4 | 115.<br>9 | +15.38<br>x | 4.76E<br>-02 | +1.27x      | 3.56E<br>-01 | +1.21<br>x | 4.57E-<br>01 | -9.99x      | 4.00E<br>-03 | Q |
|             |                                   | R:CTGGTGAAAGCTGCTGCA<br>TA |                |           |           | +16.07<br>x | 3.07E<br>-09 | +1.20x      | 4.79E<br>-01 | +1.25<br>x | 4.55E-<br>01 | -<br>10.77x | 9.32E<br>-08 | M |
| tru         | Translation<br>tRNA<br>processing | F:CCGGGGACTTATCCAGAT<br>TT | -<br>2.93<br>9 | 0.99<br>4 | 118.<br>9 | +4.29x      | 4.76E<br>-02 | -1.22x      | 3.68E<br>-01 | -<br>1.01x | 7.62E-<br>01 | -5.27x      | 3.05E<br>-03 | Q |
|             |                                   | R:ACCGGTATTTCCGAGCTC<br>TT |                |           |           | +3.35x      | 2.32E<br>-06 | -1.14x      | 7.20E<br>-01 | +1.10<br>x | 6.66E-<br>01 | -3.45x      | 1.40E<br>-05 | M |

Sequences (F: forward; R: reverse) and efficiencies (E) of the primers for the twenty validated genes are displayed. The primer efficiencies (E) were assessed by a standard dilution series of pooled cDNA (five-fold dilutions, five different dilutions, three replicates for each dilution). The values for

slope and coefficient ( $R^2$ ) of the linear regression trendline are also given. The last columns mention the fold change of expression (FC) and p-value (P) for the twenty validated genes, as determined by qRT-PCR (Q) and microarray (M). Four comparisons were made (T1-C1, T4-C4, C4-C1, T4-T1). +(green cells): up-regulation. - (red cells): down-regulation. Dark green/red cells: differential expression (significant). Light green/red cells: equal expression (non-significant).

**Table S5:** GO-enrichment analysis for comparison C4-C1, showing the most specific over- and under-represented biological process GO-terms for both up- and down-regulation.

| Biological process                       | GO number  | NS | FE       | P-value  |
|------------------------------------------|------------|----|----------|----------|
| <b>Up-regulation</b>                     |            |    |          |          |
| <b>Over-representation</b>               |            |    |          |          |
| <i>De novo</i> IMP biosynthetic process  | GO:0006189 | 4  | 45.63    | 2.50E-05 |
| Oligopeptide transport                   | GO:0006857 | 3  | 101.0    | 1.00E-04 |
| <b>Under-representation</b>              |            |    |          |          |
| Cellular macromolecule metabolic process | GO:0044260 | 3  | 0.14     | 1.40E-05 |
| <b>Down-regulation</b>                   |            |    |          |          |
| <b>Over-representation</b>               |            |    |          |          |
| ATP synthesis coupled electron transport | GO:0042773 | 4  | 24.98    | 8.10E-05 |
| Biotin biosynthetic process              | GO:0009102 | 4  | $\infty$ | 1.90E-07 |
| Cation transport                         | GO:0006812 | 7  | 5.93     | 5.10E-04 |
| Electron transport                       | GO:0006118 | 7  | 8.64     | 6.40E-05 |
| Polyol metabolic process                 | GO:0019751 | 4  | 11.70    | 8.50E-04 |
| Reductive tricarboxylic acid cycle       | GO:0019643 | 4  | 19.96    | 1.60E-04 |
| <b>Under-representation</b>              |            |    |          |          |
| Biological regulation                    | GO:0065007 | 0  | 0        | 3.80E-04 |
| Cellular macromolecule metabolic process | GO:0044260 | 0  | 0        | 2.00E-06 |
| Nucleic acid metabolic process           | GO:0090304 | 0  | 0        | 7.70E-05 |

NS, FE, P-value: see table X

**Table S6:** GO-enrichment analysis for comparison T4-T1, showing the most specific over- and under-represented biological process GO-terms for both up- and down-regulation.

| Biological process                                   | GO number  | NS | FE    | P-value  |
|------------------------------------------------------|------------|----|-------|----------|
| <b>Up-regulation</b>                                 |            |    |       |          |
| <b>Over-representation</b>                           |            |    |       |          |
| Carbohydrate transport                               | GO:0008643 | 15 | 5.39  | 6.40E-06 |
| <i>De novo</i> IMP biosynthetic process              | GO:0006189 | 6  | 46.16 | 1.60E-05 |
| Glyoxylate cycle                                     | GO:0006097 | 3  | ∞     | 1.60E-03 |
| Limonene catabolic process                           | GO:0046251 | 5  | ∞     | 2.20E-05 |
| Lysine catabolic process                             | GO:0006554 | 5  | ∞     | 2.20E-05 |
| Mitochondrial electron transport, NADH to ubiquinone | GO:0006120 | 5  | ∞     | 2.20E-05 |
| Nitrate assimilation                                 | GO:0042128 | 3  | ∞     | 1.60E-03 |
| Oligopeptide transport                               | GO:0006857 | 4  | ∞     | 1.90E-04 |
| Photosynthesis, light reaction                       | GO:0019684 | 5  | ∞     | 2.20E-05 |
| Sodium ion transport                                 | GO:0006814 | 6  | 7.67  | 1.20E-03 |
| Sulfate transport                                    | GO:0008272 | 3  | ∞     | 1.60E-03 |
| Sulfur amino acid biosynthetic process               | GO:0000097 | 7  | 5.98  | 1.30E-03 |
| Tricarboxylic acid cycle                             | GO:0006099 | 9  | 5.36  | 4.60E-04 |
| Ubiquinone biosynthetic process                      | GO:0006744 | 5  | 19.14 | 3.70E-04 |
| β-alanine metabolic process                          | GO:0019482 | 5  | 12.75 | 9.00E-04 |
| <b>Under-representation</b>                          |            |    |       |          |
| Biological regulation                                | GO:0065007 | 23 | 0.48  | 6.90E-04 |
| DNA metabolic process                                | GO:0006259 | 2  | 0.09  | 1.30E-06 |
| Ribosome biogenesis                                  | GO:0042254 | 0  | 0     | 2.00E-03 |
| RNA metabolic process                                | GO:0016070 | 8  | 0.31  | 3.20E-04 |
| Translation                                          | GO:0006412 | 0  | 0     | 1.60E-05 |
| <b>Down-regulation</b>                               |            |    |       |          |
| <b>Over-representation</b>                           |            |    |       |          |
| High-affinity iron ion transport                     | GO:0006827 | 4  | ∞     | 3.80E-05 |
| Potassium ion transport                              | GO:0006813 | 5  | 30.03 | 5.40E-05 |
| Siderophore biosynthetic process                     | GO:0019290 | 4  | ∞     | 3.80E-05 |
| <b>Under-representation</b>                          |            |    |       |          |
| Cellular nitrogen compound metabolic process         | GO:0034641 | 38 | 0.52  | 4.40E-04 |
| Organic acid metabolic process                       | GO:0006082 | 9  | 0.35  | 8.00E-04 |

NS, FE, P-value: see table X

**Table S7:** Annotation and pathway analysis for both up- and down-regulated genes for C4-C1.

| Pathway                                            | MetaCyc ID                   |     |
|----------------------------------------------------|------------------------------|-----|
| <b>Up-regulation</b>                               |                              |     |
| 5-aminoimidazole ribonucleotide biosynthesis I     | PWY-6121                     | 2/8 |
| 5-aminoimidazole ribonucleotide biosynthesis II    | PWY-6122                     | 2/8 |
| Adenine and adenosine salvage IV                   | PWY-6610                     | 1/5 |
| Arginine degradation VII                           | ARG-GLU-PWY                  | 1/2 |
| Asparagine biosynthesis I                          | ASPARAGINE-BIOSYNTHESIS      | 1/3 |
| Citrulline biosynthesis                            | CITRULBIO-PWY                | 1/9 |
| Cysteine biosynthesis I                            | CYSTSYN-PWY                  | 1/5 |
| Fatty acid biosynthesis initiation I               | PWY-4381                     | 1/7 |
| Guanine and guanosine salvage I                    | PWY-6620                     | 1/4 |
| Methylthiopropionate biosynthesis                  | PWY-5389                     | 1/1 |
| Ornithine degradation I                            | ORN-AMINOPENTANOATE-CAT-PWY  | 1/1 |
| Xanthine and xanthosine salvage                    | SALVPURINE2-PWY              | 1/3 |
| <b>Down-regulation</b>                             |                              |     |
| Aspartate degradation II                           | MALATE-ASPARTATE-SHUTTLE-PWY | 1/2 |
| Biotin biosynthesis from 7-keto-8-aminopelargonate | PWY0-1507                    | 4/4 |
| dTDP-L-rhamnose biosynthesis I                     | DTDPRHAMSYN-PWY              | 1/7 |
| Selenocysteine biosynthesis I                      | PWY0-901                     | 1/4 |

ID: MetaCyc identifier. #: number of up- or down-regulated genes annotated with a particular pathway in relation to the number of genes annotated with that pathway.

**Table S8:** Annotation and pathway analysis for both up- and down-regulated genes for T4-T1.

| Pathway                             | MetaCyc ID          | #   |
|-------------------------------------|---------------------|-----|
| <b>Down-regulation</b>              |                     |     |
| 2,3-dihydroxybenzoate biosynthesis  | PWY-5901            | 3/3 |
| Arginine degradation III            | PWY0-823            | 1/2 |
| Arginine dependent acid resistance  | PWY0-1299           | 1/1 |
| Asparagine degradation I            | ASPARAGINE-DEG1-PWY | 1/1 |
| CDP-diacylglycerol biosynthesis I   | PWY-5667            | 1/5 |
| CDP-diacylglycerol biosynthesis II  | PWY0-1319           | 1/5 |
| Demethylmenaquinol-8 biosynthesis I | PWY-5852            | 1/1 |
| Glycerol degradation I              | PWY0-381            | 2/3 |
| Glycerol degradation IV             | PWY-4261            | 2/2 |
| Leucine biosynthesis                | LEUSYN-PWY          | 1/7 |
| Nitrogen fixation                   | N2FIX-PWY           | 1/1 |
| Pentose phosphate pathway           | OXIDATIVEPENT-PWY   | 1/4 |
| Trehalose degradation I             | TREDEGLOW-PWY       | 1/4 |

(Continued on the next page)

**Table S8:** Annotation and pathway analysis for both up- and down-regulated genes for T4-T1.

| Pathway                                              | MetaCyc ID                   |       |
|------------------------------------------------------|------------------------------|-------|
| <b>Up-regulation</b>                                 |                              |       |
| 5-aminoimidazole ribonucleotide biosynthesis I       | PWY-6121                     | 5/8   |
| 5-aminoimidazole ribonucleotide biosynthesis II      | PWY-6122                     | 5/8   |
| 5-dehydro-4-deoxy-D-glucuronate degradation          | PWY-6507                     | 2/4   |
| acetate conversion to acetyl-CoA                     | PWY0-1313                    | 1/1   |
| Acetyl-CoA biosynthesis                              | PYRUVDEHYD-PWY               | 3/9   |
| adenine and adenosine salvage IV                     | PWY-6610                     | 1/5   |
| Alkylnitronates degradation                          | PWY-723                      | 3/4   |
| Arginine degradation VII                             | ARG-GLU-PWY                  | 1/2   |
| Aspartate degradation II                             | MALATE-ASPARTATE-SHUTTLE-PWY | 1/2   |
| Branched-chain alpha-keto acid dehydrogenase complex | PWY-5046                     | 1/6   |
| Cadmium transport I                                  | PWY-6213                     | 1/2   |
| Citrulline biosynthesis                              | CITRULBIO-PWY                | 1/9   |
| Cysteine biosynthesis I                              | CYSTSYN-PWY                  | 2/5   |
| dTDP-L-rhamnose biosynthesis I                       | DTDPRHAMSYN-PWY              | 2/7   |
| Ethanol degradation II (cytosol)                     | PWY66-21                     | 1/4   |
| Ethanol degradation IV                               | PWY66-162                    | 1/4   |
| Fatty acid biosynthesis initiation I                 | PWY-4381                     | 1/7   |
| Glutamate biosynthesis I                             | GLUTSYN-PWY                  | 1/1   |
| Glutamate biosynthesis IV                            | GLUGLNSYN-PWY                | 1/1   |
| Glutamine degradation II                             | GLUTAMINEFUM-PWY             | 1/1   |
| Glycine betaine biosynthesis II                      | PWY-3722                     | 1/2   |
| Glycine cleavage complex                             | GLYCLEAV-PWY                 | 3/6   |
| Guanine and guanosine salvage I                      | PWY-6620                     | 1/4   |
| Lysine biosynthesis III                              | PWY-2942                     | 1/7   |
| Lysine biosynthesis VI                               | PWY-5097                     | 1/9   |
| Methionine biosynthesis I                            | HOMOSER-METSYN-PWY           | 1/7   |
| Methylthiopropionate biosynthesis                    | PWY-5389                     | 1/1   |
| NADH to cytochrome bd oxidase electron transfer      | PWY0-1334                    | 10/11 |
| Ornithine degradation I                              | ORN-AMINOPENTANOATE-CAT-PWY  | 1/1   |
| Pentose phosphate pathway                            | NONOXIPENT-PWY               | 1/5   |
| Pyruvate fermentation to ethanol I                   | PWY-5480                     | 1/4   |
| Pyruvate fermentation to ethanol III                 | PWY-6587                     | 1/5   |
| Reductive monocarboxylic acid cycle                  | PWY-5493                     | 2/3   |
| Seed germination protein turnover                    | PWY-6018                     | 1/3   |
| UDP-N-acetylmuramoyl-pentapeptide biosynthesis III   | PWY-6387                     | 1/15  |
| Wound-induced proteolysis I                          | PWY-5988                     | 1/3   |
| Xanthine and xanthosine salvage                      | SALVPURINE2-PWY              | 1/3   |

How the deposited data were processed for this re-analysis (not part of the article)

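RNA of 16 independent *P. larvae* cultures was measured on 16 custom two-colour arrays. The cultures form 4 groups of 4: T1 and T4 received 5% larval bodily fluids and were collected after 1 h and 4 h, and C1 and C4 received BHIT broth and were collected at the same times. Each culture was labelled once with each dye, on different arrays, in 4 closed loops of 4 arrays on 2 slides. Groups, cultures and dyes were taken from the sample labels.

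The authors quantified the arrays with Feature Extraction version 10.7.3.1 and deposited its output for each array. According to the headers of the deposited files, the processed signals are intensities that Feature Extraction background-subtracted with detrending and dye-normalized within the array with a LOWESS curve, but not normalized between arrays. The mean and background signals are intensities as scanned and deposited by the authors, without normalization. The deposited log ratio of each spot is the log10 of Cy5 over Cy3 and was used only to find the scale of the deposited series matrix. For the series matrix, the authors deposited log2 values that were made as the log2 of Cy5 over Cy3 of the processed signals, averaged over the spots of a probe and with no normalization step between arrays. All its 14020 probe names were found in the scanner output.

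Control spots and spots marked as non-uniform were left out. The processed signals were transformed to log2, normalized between arrays with Aquantile, averaged over the spots of a probe, and averaged over both labellings of a culture, since these are not independent replicates. A probe was tested if it was well above background in both labellings of at least 4 cultures. By this filter 235 probes were left out, and 465 others had no value in every group. Of the values per probe and culture, 6.28% were missing. Differential expression was tested with limma version 3.58.1 (lmFit and eBayes) in R version 4.3.3 with data.table version 1.17.8, with 1 mean for each of the 4 groups and Benjamini-Hochberg adjustment within each comparison. A probe passed at an adjusted p below 0.05 with a fold change of at least 2, and a gene was called when at least 75% of its tested probes passed in the same direction. The difference between the responses at 4 h and 1 h was tested as the contrast (T4–C4) minus (T1–C1) on gene means, at an adjusted p below 0.05. For T4 the 4 cultures were kept, because the text of the paper does not name the culture it omitted.

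The files used list ORFs without names or descriptions, and the annotation that the authors deposited with the array platform was not among them. Gene names were therefore assigned only where an RT-qPCR primer of Tables S1 to S4 shared at least 14 bases with the probes of 1 ORF, which was done with python version 3.11.15. This identified 10 of 20 target genes and 4 of 9 reference genes (*adk*, *cmk*, *eftu* and *rpoD*), and 0 genes matched more than 1 ORF. In all, 54 probe sequences are shared between ORFs, which concerns 34 genes. The planned tests of gene lists with camera and fry needed this annotation and were not run. Single genes were named by a rule set before the data were examined: the genes that the paper names or measured by RT-qPCR, whose values in the paper had been seen, where they could be identified, and the called genes with the largest and lowest changes whose cultures do not overlap, 5 each in T1–C1 and T4–C4 and 2 each in the other comparisons. Of the ORFs without a name, at most 2 that rose and 2 that fell are given.

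The alternatives were other normalizations between arrays (none, or quantile), normexp background correction with an offset of 50 and loess, log ratios or the deposited series matrix solved within loops, Cy5 and Cy3 as separate replicates, each spot tested alone, the loop or the slide as a block, each slide alone, other filters on dim probes, other shares of probes, no fold change threshold, fits of only the groups compared, and each culture left out in turn. Keeping the non-uniform spots was added after their number had been seen. The procedure was tested on simulated data in which about 200 of 3469 genes were changed by 2 on the log2 scale. It called 180 of 200 such genes in T1–C1, 183 of 199 in T4–C4, 188 of 198 in T4–T1 and 182 of 198 in C4–C1. It also called 3, 1, 0 and 8 unchanged genes. The simulated cultures varied independently, with the same spread in every group and the same deviation for all probes of a gene. In the data, cultures of loop 1 varied together, and for some genes the spread differed between groups. The called genes had median fold changes between 2.42 and 3.37, smaller than the simulated change. The simulation therefore does not give the share of real changes found or of false calls. The number of arrays limits the precision of all values.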

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

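All tests on T4 culture 6 were chosen only after the result was seen, as was the exchange within loops for the responses at 4 h and 1 h, whose other tests were chosen before.

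T4 culture 6 is the only culture nearer to another group than to its own, and the text of the paper does not say which T4 culture it omitted. Over the 441 genes called in T4–C4 without it that have a value in every culture, its median position from the C4 level (0) to the level of the other T4 cultures (1) was 0.865, whereas the C4 cultures lay between -0.0716 and 0.0569. This value argues against a C4 culture under a wrong label. Over the 200 such genes of T4–C1, its position from C1 to T4 was 0.475, against -0.0558 to 0.0655 for the C1 cultures, which argues against a C1 culture under a wrong label. The first count tried for this, of genes more than 2-fold from the C1 mean, was 248 for T4 culture 6, 339 to 587 for the other T4 cultures and 106 to 250 for the C1 cultures, and since it fell in the range of the C1 cultures it was replaced by the position after it had been seen. Over the 555 such genes of T4–T1, its position from T1 to T4 was 0.566, against -0.151 to 0.270 for the T1 cultures, which argues against a T1 culture under a wrong label. A swap within the experiment would leave a partner out of place, and 0 cultures of C1, T1 and C4 were closer to another group. A poor array is argued against by the r of 0.9923 between both labellings, on different arrays, within the range of the other cultures from 0.987 to 0.995.

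Mixed RNA and a slower response cannot be told apart for T4 culture 6. RNA of a T4 culture mixed with that of a C1 or C4 culture would leave no gene far outside the span of both groups. The number of genes more than 2-fold outside was 37 for C1 and 71 for C4, within the ranges of the other T4 cultures, 0 to 98 and 0 to 134. At 8-fold, a threshold chosen after the 2-fold counts did not decide, 8 and 10 genes lay outside, against at most 2 and 1 in another T4 culture. These thresholds give different answers, which keeps both mixtures open. For T1 the number at 2-fold was 20, against 2 to 90, and at 8-fold it was 0, against at most 1. A mixture with T1 would need 28.1% of T4 RNA by the median of the 104 genes more than 4-fold higher in the other T4 cultures, with quartiles from 5.69% to 62.2%. By the 67 genes more than 4-fold lower it would need 61.8%, with quartiles from -88.5% to 100%, so that the spread leaves it open. A slower response to the fluids may also give a position of 0.566 between T1 and T4. Its quartiles were 0.263 and 0.875, and 72.3% of the genes lay between both levels, while the other T4 cultures lay between 0.938 and 1.07.

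A culture far from the 3 others of its group was searched for in 60 sets of 4 values, those of the 14 identified genes in each group and the mean correlation within each group, and was found in 7 of 60, all of them of single genes. The measure is the gap to the nearest culture divided by the range, compared with Dixon's 95% critical value, and chance gives 5% of groups. In T4 culture 6 it was 0.862 for *entA*, 0.923 for *tbl* and 0.849 for *tru*. Its log2 signal of *entA* was 11.95 against 6.21 to 7.01, and that of *tru* was 11.53 against 10.62 to 10.75. The other groups were *adh* in T1 (0.968, culture 46 with 10.01), *tbl* in C4 (0.883, culture 5 with 4.16 against 4.91 to 5.01), *tre* in C4 (0.897, culture 39 with 7.74 against 7.86 to 7.87) and *eftu* in T4 (0.921, culture 30 with 14.78 against 15.44 to 15.50). For these 4 values neither a technical nor a biological explanation was tested, and the tests made on T1 culture 46 concern *tre* and not *adh*.

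The response to larval bodily fluids differed between 4 h and 1 h in 635 genes, and in 7 of the 14 genes identified by primers. On the log2 scale the response at 4 h minus that at 1 h was 5.28 for *adh*, 3.54 for *cidA* (adjusted p = 1.63e-04), 3.35 for *cysW*, 5.25 for *tbl*, -1.69 for *tru* (adjusted p = 0.0014), -0.961 for *adk* (adjusted p = 0.0250) and -0.947 for *cmk* (adjusted p = 0.0214), all from limma. Among 100 random groupings of the 16 cultures 1, the real one, gave as many genes, and the next gave 537. Such groupings mix the effects of fluid and time, so that for the difference between the responses they do not exclude chance by themselves. Fluid and time effects that only add up are argued against by an exchange within loops: with the added effects of both kept and the residuals exchanged between the cultures of a loop, only 1 of 100 exchanges, the real one, gave as many genes. Over the genes with a value in every culture these were 628, against 527 in the next and a median of 0. The number itself depends on single cultures and was 481 to 873 with each left out in turn. The normalization between arrays is argued against as the cause, because 7 of 7 genes were past the threshold in the same direction under the other normalizations. The direction was the same on both slides in 7 of 7 genes. They were chosen from the fit over both slides, so this cannot decide whether the slides differed. The difference was past the threshold on slide 1 alone only for *cidA*, and on slide 2 alone it was not for *tru* (adjusted p = 0.0795), *adk* (0.0987) and *cmk* (0.148). The difference for *adk* was no longer past the threshold without C1 culture 29 (0.0531), T1 culture 28 (0.0503), C4 culture 22 (0.0506) or C4 culture 26 (0.0511). The time of exposure, which the design gives, is a possible explanation and remains a hypothesis.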

How the results depend on the processing

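Keeping the non-uniform spots was the only alternative chosen after the data were seen, and under it all 14 summary results and all 46 values of single genes kept their direction and their side of the threshold. Under the other alternatives, 394 summary values stayed the same and 43 moved by more than 1.5 times. Of the values of single genes, 1279 stayed the same, 47 were no longer past the threshold, 21 came past it and 22 changed sign. Pearson's r between array and RT-qPCR lay between 0.919 and 0.996 wherever it could be computed. So near to its limit of 1 it could hardly move by 1.5 times, so that its share of the values that stayed the same shows no stability. With quantile normalization, the slide as a block, no filter on dim probes, or only probes well above background in all 16 cultures, no number of genes moved by more than 1.5 times. The tests of gene lists with camera and fry could not be run without the annotation of the array, which was not among the files used. Except where fewer cultures or another criterion are the alternative itself, the cause was not tested.

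With slide 2 alone, which leaves 2 cultures for each group, the numbers of up- and down-regulated genes were 28 and 51 in T1–C1, 46 and 24 in T4–C4, 119 and 113 in T4–T1, and 0 and 0 in C4–C1. By limma, 348 of 3449 genes had an unadjusted p below 0.05 in this last comparison and 0 an adjusted one. With slide 1 alone, 174 genes were up-regulated and 75 down-regulated in T4–T1, and 18 were down-regulated in C4–C1. The response at 4 h differed from that at 1 h in 292 genes on slide 1 and 56 on slide 2. Without a fold change threshold, the numbers were 418 and 409 in T1–C1, 308 and 341 in T4–C4, and 428 and 480 in T4–T1. With any probe passing, 248 genes were up-regulated in T1–C1, 281 down-regulated in T4–T1, and 136 up-regulated and 91 down-regulated in C4–C1. With all probes passing, 29 were down-regulated in C4–C1. Normexp and loess gave 98 up-regulated genes in T1–C1.

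In C4–C1, Cy5 and Cy3 as separate replicates gave 136 up-regulated and 94 down-regulated genes, each spot tested alone gave 133 and 93, and separate replicates without T4 culture 6 gave 136 and 104. The number of down-regulated genes was 71 without normalization between arrays, 25 with log ratios solved within loops and 77 with only these 2 groups in the fit. The number of genes with different responses was 1452 with separate replicates, 1595 with separate replicates and without T4 culture 6, 1012 with log ratios, 1099 with the series matrix and 985 with the loop as a block. Separate replicates count each culture more than once. The block assumes that cultures of a loop vary together. Of the pairs in the same loop, 14 of 24 had an r over 0.1 (from -0.322 to 0.686, mean 0.23, against -0.0811 between loops). In loop 1 all 6 pairs lay between 0.423 and 0.686, and in loops 2, 3 and 4 the mean r was 0.00335, 0.231 and 0.153.

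With each culture left out in turn, the up-regulated genes numbered 114 to 191 in T1–C1, 175 to 216 in T4–C4, 229 to 320 in T4–T1 and 62 to 125 in C4–C1. The down-regulated genes numbered 220 to 287, 186 to 233, 133 to 247 and 21 to 61. The lowest numbers in C4–C1 were found without C1 culture 62 (21) and C4 cultures 5 (25), 26 (28) and 39 (23). The genes with different responses numbered 481 to 873.

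None of the values that changed sign was past the threshold in limma, in either setting. For *ptk* in T4–T1 the log2 fold change was 0.015 with quantile normalization, 0.16 with normexp and loess, 0.057 with log ratios, 0.25 with separate replicates without T4 culture 6, 0.20 on slide 2 and 0.021 with the series matrix. With each culture left out it lay between -0.13 and 0.25, and above 0 without T1 culture 13 (0.066), T1 culture 28 (0.099) or T4 culture 6 (0.25). For *tbl* in C4–C1 it was -0.16 with log ratios and with the series matrix, -0.0018 on slide 1 and -0.24 with probes well above background in all 16 cultures. For *tru* in T4–C4 it was -0.042 with separate replicates without T4 culture 6, -0.017 on slide 2 and -0.054 without T4 culture 6, the lowest with a culture left out, where the highest was 0.25. For *tru* in C4–C1 it was -0.092 without normalization between arrays and -0.16 on slide 2. With a culture left out it lay between -0.10 (C1 culture 29) and 0.11, and was -0.0043 without C4 culture 5. On slide 1, *cysW* in C4–C1 was at -0.0028, and on slide 2, *entA* in T1–C1 was at -0.42.

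Among single genes, *clpP* in T4–C4 (2.27, adjusted p = 0.0364) was no longer past the threshold with normexp and loess (0.0801), on slide 1 (0.145) or slide 2 (0.124), or without C4 culture 5 (0.104), 22 (0.0668) or 39 (0.0627) or T4 culture 27 (0.0897), 30 (0.104) or 57 (0.0762). The increase of *cmk* in T1–C1 (0.62, adjusted p = 0.0194) was not past it without T1 culture 16 (0.0505) or 28 (0.0585), nor on slide 1 (0.09998) or slide 2 (0.206). The signal over background, from 26.9 to 228 per channel, limits what can be said of dim probes, of which 235 were not tested.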

Differences from the paper's values

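The alternative that keeps the non-uniform spots was chosen after seeing the values. A number is taken to differ when one value is more than 1.5 times the other. A fold change is taken to differ when its sign is opposite, however small the difference, or when the difference on the log2 scale is larger than the SD between cultures. By this rule, of 24 numbers in Table 1, 4 differ, and of 40 fold changes in Tables S3 and S4 for the identified genes, 6 differ. With the series matrix solved within loops, 0 of 24 numbers and 1 of 41 fold changes differ, with *tbl* in T4–C1 among the 41. Log ratios solved within loops gave 4 and 2, and the loop as a block gave 0 and 6. Many of the alternatives below only leave out 1 culture. The number of alternatives near a value of the paper therefore carries no weight by itself. The genes behind the numbers of Table 1 are not listed with their ORF in the text or the supplement, so that genes which an alternative drops could not be counted. For T4 the paper used 3 cultures, and 4 are used here.

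In C4–C1, the paper's number of up-regulated genes by all criteria is 136, and 86 were found here. Of 34 alternatives set before the data were examined, 10 come within 1.5 times of the paper's number: Cy5 and Cy3 as separate replicates (136), each spot alone (133), separate replicates without T4 culture 6 (136), the loop (118) or the slide (94) as a block, any probe (136), no fold change threshold (115), without C1 culture 1 (92), without C1 culture 35 (125) and the series matrix (128). The 24 others do not. The non-uniform spots kept, chosen after seeing the values, give 97. For down-regulated genes the paper's number is 87, against 46. Within it are 12 of 34: no normalization (71), separate replicates (94), each spot alone (93), separate replicates without T4 culture 6 (104), the loop as a block (64), any probe (91), no fold change threshold (67), without C1 culture 35 (58), T1 culture 28 (61) or T1 culture 46 (60), the series matrix (61) and only these 2 groups (77). The 22 others are not. By p-value alone, the paper's 257 up-regulated genes stand against 155. Of 30 alternatives, 7 come within: log ratios (212), separate replicates (368), the loop as a block (234), without C1 culture 35 (208) or T4 culture 57 (174), the series matrix (245) and only these 2 groups (192). The other 23 do not, and the non-uniform spots kept, chosen after seeing the values, give 173. The paper's 204 down-regulated genes by p-value stand against 112. Within it are 7 of 30: no normalization (180), log ratios (136), the loop as a block (219), without T1 culture 28 (169) or T1 culture 46 (145), the series matrix (163) and only these 2 groups (253). The other 23 are not.

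For *adh* in T1–C1 the paper's fold change is 2.12, against 3.04. Of 30 alternatives set before the data were examined, 5 have the paper's sign and come within the SD between cultures: normexp and loess (2.57), log ratios (2.13), without C1 culture 29 (2.54) or T1 culture 46 (2.63), and the series matrix (2.12). The other 25 do not. For *tbl* in T1–C1 the paper's 1.42 stands against 2.05, and 3 of 30 come within: normexp and loess (1.35), log ratios (1.42) and the series matrix (1.42), but not the other 27. For *tbl* in C4–C1 the paper's -1.12 stands against 1.20, and 4 of 30 come within: log ratios (-1.12), slide 1 (-1.001), probes well above background in all 16 cultures (-1.19) and the series matrix (-1.12), but not the other 26. For *cysW* in T1–C1 the paper's -48.94 stands against -34.7, and 4 of 30 come within: log ratios (-50.3), slide 1 (-49.4), without T1 culture 28 (-39.9) and the series matrix (-48.9), but not the other 26. For *ptk* in T4–T1 the paper's 1.11 stands against -1.004, which differs by sign only, as the difference of -0.156 on the log2 scale is within the SD of 0.433. Here 9 of 30 have the paper's sign: quantile normalization (1.01), normexp and loess (1.12), log ratios (1.04), separate replicates without T4 culture 6 (1.19), slide 2 (1.15), without T1 culture 13 (1.05), T1 culture 28 (1.07) or T4 culture 6 (1.19), and the series matrix (1.02), but not the other 21. For *tru* in T4–C4 the paper's -1.14 stands against 1.12, and 3 of 30 have the paper's sign and come within: separate replicates without T4 culture 6 (-1.03), slide 2 (-1.012) and without T4 culture 6 (-1.04), but not the other 27. Of these, log ratios and the series matrix come within the SD with the opposite sign.

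The paper states that the omitted T4 culture clustered with C1. Here T4 culture 6 had its highest mean correlation with C1, but in the clustering its channels stood alone at 5 and 4 clusters and joined the other T4 cultures at 3. The paper states similar RT-qPCR and array profiles for all its genes. Over the 10 identified genes, 35 of 40 values had the same direction here, as did 36 of 40 of the paper's own array values. The paper's fold change of *entA* in T4–C4 is -6.85. Here its log2 fold change was -1.61 and not past the threshold (adjusted p = 0.217), but it was past it without T4 culture 6 (-2.92, adjusted p = 4.06e-04), with separate replicates (-1.60, adjusted p = 0.0429), with both (-2.89, adjusted p = 3.17e-08) and on slide 2 (-2.46, adjusted p = 0.00239). By the share of probes it was called without T4 culture 6, with both changes together, on slide 2 and with any probe. In T4–T1 the paper's fold change of *entA* is -9.11, and its log2 fold change of -2.12 (adjusted p = 0.085) was not called here, but was under 8 of 35 alternatives: separate replicates, each spot alone, separate replicates without T4 culture 6, the loop as a block, slide 2, any probe, without T4 culture 6 and the series matrix. Other fold changes of at least 2 in Tables S3 and S4, with an array p-value of the paper below 0.05, that were not called here were *adh* in T1–C1, which was called with separate replicates (also without T4 culture 6), each spot alone, without T4 culture 6 and with only these 2 groups, and *adh* in C4–C1, which no alternative called. The decrease of *cysW* in T4–C4 was called with quantile normalization, log ratios, the series matrix, separate replicates, each spot alone, the loop or the slide as a block, any probe and without T4 culture 30. For *ptk*, T1–C1 was called with separate replicates (also without T4 culture 6) and each spot alone, and C4–C1 with these and with the loop as a block, slide 1, any probe, without C1 culture 35 and the series matrix. The paper states that surfactin synthetase genes are up-regulated in T4–T1. The log2 fold change of *srf* was 1.21 here (adjusted p = 0.00976), but 2 of 3 probes passed and the gene was not called, while in C4–C1 it was called. The paper also retained probes called in 2 out of 3 replicates, a rule that would call *srf* in T4–T1 if applied to the probes of a gene. In T4–T1 it was called under 11 of 35 alternatives: log ratios, the series matrix, separate replicates, each spot alone, separate replicates without T4 culture 6, the loop or the slide as a block, any probe, no fold change threshold, without T4 culture 6, and the non-uniform spots kept, which was chosen after seeing the values.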

Other observations

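The chance placement of neighbouring genes and the chance overlap of both time points were tested only after the result was seen.

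For the numbers of called genes, chance is argued against but not excluded. The splits used exchange cultures between loops, although some cultures of a loop vary together. Among the 35 splits of the 8 cultures of each comparison into 4 and 4, only 1, the real one, called as many genes: 378 in T1–C1, 416 in T4–C4, 362 in T4–T1 and 161 in C4–C1, with these cultures alone in the fit. Probes without a value in 1 of the 2 groups were kept here, and without them this fit called 379, 420, 366 and 164 genes. The next largest numbers were 0, 1, 5 and 2, and the splits by slide gave 0, 1, 0 and 1. For the 111 genes called in the same direction in T1–C1 and T4–C4, a chance overlap is argued against (permutation p = 1e-04, the smallest that 10000 assignments can give), while the 21 with opposite directions stand against a random median of 24. These assignments treat genes as independent, although called genes often stood next to each other, so this p-value may be too small. Both sets of log2 changes had an r of 0.354 across genes.

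Genes called in the same direction stood next to each other in the numbering of the ORFs. There were 213 such pairs in T1–C1 and 220 in T4–C4, against random medians of 71 and 81 and highest values of 94 and 105. Chance placement is argued against by a permutation p of 1e-04, the smallest that 10000 placements can give. Of these pairs, 0 share a probe sequence, which argues against shared probes. The longest runs had 26 and 17 genes, and 301 of 416 and 307 of 412 genes had such a neighbour. No biological explanation was tested.

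The expression of *tre* in T1 culture 46 lay far below the other T1 cultures. That this culture received no larval fluid is argued against by its median position of 0.593 from C1 (0) to the other T1 cultures (1) over the 472 genes called in T1–C1 without it that have a value in every culture, with quartiles of 0.390 and 0.830. The other T1 cultures lay between 0.8003 and 1.22. For 38.8% of the genes it was nearer C1, and *tre* itself was at 0.0055. A fault of 1 array or labelling is argued against, as 4 of 4 probes were more than 2-fold below every other T1 culture, with gaps of 3.60 in Cy5 and 3.92 in Cy3 on the log2 scale. A different course of the response in this culture was not tested.

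The expression of *ptk* in C1 culture 35 was 10.09, against 6.20 to 7.52 in the other C1 cultures. A fault of 1 array or labelling is argued against, since 4 of 4 probes were more than 2-fold above every other C1 culture, with gaps of 2.49 in Cy5 and 2.64 in Cy3 on the log2 scale. A shift of this culture towards the C4 state is a candidate explanation. Its position was taken over the 175 genes called in C4–C1 without it that have a value in every culture, *ptk* left out. Its median position from the other C1 cultures (0) to C4 (1) was 0.238, against -0.134 to 0.147 for the other C1 cultures. For 34.9% of the genes it was nearer C4. These genes were called with the other C1 cultures, which also set the 0. A culture left out may therefore lie nearer C4 by this choice alone, so the shift remains open. The mean r with the C4 cultures was 0.961 for C1 culture 35, against 0.966, 0.959 and 0.950 for C1 cultures 1, 29 and 62.

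Of the RT-qPCR reference genes, *cmk* was lower in T4 than in T1 by limma (log2 fold change -1.17, adjusted p = 3.11e-04), with 4 of 4 probes passing. Normalization between arrays is argued against as the cause by the highest adjusted p of 0.000341 under the other normalizations, and T4 culture 6 alone by an adjusted p of 5.49e-06 without it. On slide 1 alone it was -0.88 and not past the threshold (adjusted p = 0.0514). The time of exposure is a possible explanation. In *adk* the log2 fold change was 0.91 in T1–C1 (adjusted p = 0.00266) and -0.87 in T4–T1 (adjusted p = 0.00316), below the fold change threshold. The first was not past the threshold on slide 2 alone (0.88, adjusted p = 0.0927), nor the second on slide 1 alone (-0.40, adjusted p = 0.280). The paper ranked its reference genes on other samples.

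More than 2-fold outside all 15 other cultures were 56 genes in T4 culture 57, 50 in T1 culture 28, 11 in C1 culture 35 and 10 in T4 culture 6. The other cultures had between 0 and 9.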
